# Distinct Molecular Profiles Underpin Mild-To-Moderate Equine Asthma Cytological Profiles

**DOI:** 10.3390/cells13221926

**Published:** 2024-11-20

**Authors:** Anna E. Karagianni, Eric A. Richard, Marie-Pierre Toquet, Erika S. Hue, Anne Courouce-Malblanc, Bruce McGorum, Dominic Kurian, Judit Aguilar, Stella Mazeri, Thomas M. Wishart, Robert Scott Pirie

**Keywords:** equine, bronchoalveolar lavage, transcriptomic, proteomic, airway immunity, asthma

## Abstract

A state-of-the-art multi-omics approach was applied to improve our understanding of the aetio-pathogenesis of a highly prevalent, performance-limiting disorder of racehorses: mild-to-moderate equine asthma (MMEA). This is a prerequisite to improving prophylactic, management, and therapeutic options for this condition. Although a number of risk factors have been identified, options for intervention are limited. This study applied a multi-omic approach to reveal key inflammatory pathways involved in inflammatory cell recruitment to the lower airways and highlight distinct MMEA inflammatory profiles. We compared bronchoalveolar lavage fluid (BALF) cell gene and protein expression data from horses with non-inflammatory BALF cytology with those isolated from horses with neutrophilic, mastocytic, mixed neutrophilic/mastocytic, and eosinophilic/mastocytic inflammation. The analyses on transcriptomic/proteomic data derived from BALF from horses with neutrophilic cytology showed enrichment in classical inflammatory pathways, and horses with mastocytic inflammation showed enrichment in pathways involved in hypersensitivity reactions related to nonclassical inflammation potentially mimicking a Th2-immune response. The mixed eosinophilic/mastocytic group also presented with a nonclassical inflammatory profile, whereas the mixed neutrophilic/mastocytic group revealed profiles consistent with both neutrophilic inflammation and hypersensitivity. Our adopted multi-omics approach provided a holistic assessment of the immunological status of the lower airways associated with the different cytological profiles of equine asthma.

## 1. Introduction

Airway inflammation is highly prevalent in racehorses, with the majority of non-infectious cases being defined as mild-to-moderate equine asthma (MMEA) [1,2,3,4]. Although a number of factors have been associated with the development of MMEA, an incomplete understanding of the precise cause and course of events underpinning this syndrome limits current treatment options [4]. Further understanding of the mechanisms underpinning MMEA offers the potential to identify specific targets for novel therapeutic and preventative interventions. Contrary to human asthma, where lung function testing is considered the gold standard diagnostic approach, the examination of airway secretions, particularly bronchoalveolar lavage fluid (BALF), is considered the primary ancillary diagnostic method in the diagnosis of equine MMEA [4]. In this respect, there is an ongoing need to identify sensitive and specific biomarkers that can be applied in a routine laboratory setting [4]. The identification of appropriate biomarkers would facilitate efforts to distinguish infectious and non-infectious lower airway inflammation and has the potential to unveil distinct pathological processes underpinning MMEA.

Although airway inflammation is an integral criterion in the MMEA clinical phenotype, there is a degree of inconsistency with respect to lower airway cytology. The differential cytology of BALF may reveal a predominantly neutrophilic, eosinophilic, metachromatic, or mixed inflammatory signature (MMEA phenotypes), a phenomenon likely to reflect a degree of aetio-pathogenic variability between cases. Indeed, defining MMEA beyond the current cytological phenotypes was a recently prioritized research aim, largely with a view to further elucidate the likely varied pathogeneses of this syndrome and identifying candidates that may benefit from a “precision medicine” therapeutic approach akin to specific human asthma endotypes [5,6,7]. The application of a complimentary multi-omics approach to comparative analyses between MMEA cytologic phenotypes has the potential to elucidate bespoke “type”-associated pathways, a prerequisite for the development of many novel and targeted therapeutic approaches. Prior attempts to define different MMEA cytological phenotypes based solely on the differential gene expression of selected cytokines yielded highly inconsistent and variable results [8,9,10,11], likely reflecting the complexity of, and overlap between, the aetio-pathogenetic pathways underpinning each phenotype. The inclusion of the evaluation of both global gene expression (RNA-seq) and peptide abundance in such a methodological approach significantly increases the potential to derive more extensive data from these sample sets and maximize the likelihood of identifying “endotype”-specific inflammatory pathways.

The aim of this study was to further define MMEA beyond the current cytological phenotypes, with a view to further elucidate the likely varied pathogenesis of this syndrome. We hypothesized that, for each cytological MMEA type, a multi-omics approach would reveal the key inflammatory pathways underpinning inflammatory cell recruitment to the lower airways and potentially reveal molecular targets that could be exploited in the design of novel prophylactic and therapeutic strategies.

## 2. Materials and Methods

### 2.1. Horses Used in This Study

A total of 27 French Trotters (17 males and 10 females; age mean: 4.1 + 0.4 (SEM) years; range: 1.8–7.7 years) were included in this study. Samples were obtained as part of a routine assessment of respiratory health (differential cytology), and residual samples were retained for the transcriptomic and proteomic analyses of this study. The Regional Ethic Committee for Clinical and Epidemiological Veterinary Research (CERVO-2020-3-V) approved all protocols involving animal use. Standard welfare procedures were followed, and informed owner consent was obtained for inclusion in the study.

Bronchoalveolar lavage fluid (BALF) samples from 19 horses were confirmed with airway inflammation (MMEA), as defined by differential BALF cytology. From those, four horses had a BALF cytology profile consistent with neutrophilic MMEA (Group_B_NEUT, *n* = 4), eight with mastocytic MMEA (Group_C_MAST, *n* = 8), four with combined neutrophilic and mastocytic MMEA (Group_D_NEUT_MAST, *n* = 4), and three with combined eosinophilic and mastocytic MMEA (Group_E_EOS_MAST, *n* = 3). Eight control samples were collected from horses in training to minimize any potential confounding effect of training per se [12]. Mild-to-moderate equine asthma was defined according to the American College of Veterinary Internal Medicine (ACVIM) guidelines by using the following BALF cell ratios in horses without systemic signs of disease or increased respiratory effort at rest: neutrophils > 5% and/or mast cells > 2% and/or eosinophils >1% [5,9,13,14].

### 2.2. Sample Collection

Prior to sample collection, the absence of clinical abnormalities was confirmed by the European College of Equine Internal Medicine diplomate specialists and highly experienced veterinarians in equine respiratory medicine. A total of 27 BALF samples from French Trotters were collected in France, as previously described [15]. Enrolled horses underwent physical examination and respiratory tract endoscopy. All methods reported in this study are in accordance with ARRIVE guidelines (https://arriveguidelines.org) [16].

A total of 300 microliters of fluid from BALF was cytocentrifuged (80 g, 10 min, Shandon Cytospin, Thermo Scientific, Wilmington, DE, USA) and stained with May-Grünwald-Giemsa. A differential cell count was performed on 300 cells, and the number of each cell type was recorded as a percentage of total nucleated cells, excluding epithelial cells [17,18]. Horses were considered free from MMEA based on the differential cell ratios not exceeding the following cut-off values: neutrophils: 5%; mast cells: 2%; eosinophils: 1% [5,9,13]. Based on these thresholds, the animals were categorized into five different groups, as shown in Table 1.

### 2.3. RNA Analysis of Equine Bronchoalveolar Lavage-Derived Cells

#### 2.3.1. Total RNA Extraction

A total of 25 milliliters of BALF were centrifuged at 400× *g* for 10 min, and the cell pellets were resuspended in 1 mL RNAprotect Cell Reagent (Qiagen, Courtaboeuf, France). Total RNA was extracted using RNAeasy plus micro kit (Qiagen, cat no 74034), according to the manufacturer’s instructions. gDNA Eliminator Spin Columns were used for genomic DNA removal. Following transfer to a clean tube for the precipitation step, 0.5 mL of 70% ethanol was added and then transferred to an RNeasy spin column and centrifuged at 18,000× *g* for 1 min at room temperature. Following centrifugation, the flow through was removed, and the RNA was washed once with RW1 buffer. The RNA membrane was then washed with RW1 and RPE. Finally, RNA was eluted in 30 µL RNase-free water, and RNA samples were stored at −80 °C until further use.

#### 2.3.2. RNA Quality Assessment

RNA concentration and purity were measured using an ND-1000 Nanodrop spectrophotometer (Thermo Scientific, Wilmington, DE, USA) by measuring absorbance at 260 and 280 nm (A260 and A280, respectively). The purity of RNA was determined using the A260/A280 ratio. A ratio close to 2 was considered to be indicative of pure RNA. RNA integrity was confirmed with the High Sensitivity RNA ScreenTape system (Agilent Technologies, Palo Alto, CA, USA). An RNA integrity number (RIN) greater than 7 was considered appropriate for RT-qPCR and RNA-seq analysis.

#### 2.3.3. RNA Library Preparation and NovaSeq Sequencing

RNA sequencing analysis was performed by Genewiz (Azenta Life Sciences, Frankfurt, Germany). Total RNA was processed to generate cDNA libraries and was subsequently sequenced using an Illumina NovaSeq platform (Illumina, San Diego, CA, USA) at a depth of 35 M reads strand-specific 150 bp paired-end per sample. Ribosomal RNA (rRNA) was depleted from samples for total RNA-seq. The RNA samples were quantified using Qubit 4.0 Fluorometer (Life Technologies, Carlsbad, CA, USA), and RNA integrity was checked using an RNA Kit on Agilent 5300 Fragment Analyzer (Agilent Technologies, Palo Alto, CA, USA). RNA sequencing library preparation was achieved using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina following the manufacturer’s instructions (NEB, Ipswich, MA, USA). Briefly, the mRNAs were first enriched with Oligo (dT) beads. The enriched mRNAs were fragmented. The first strand and second strand of the cDNA were subsequently synthesized. The second strand of cDNA was marked by incorporating dUTP during the synthesis. The cDNA fragments were adenylated at 3′ends, and the indexed adapter was ligated to cDNA fragments. Limited cycle PCR was used for library amplification. The dUTP incorporated into the cDNA of the second strand enabled its specific degradation to maintain strand specificity. Sequencing libraries were validated using an NGS Kit on an Agilent 5300 Fragment Analyzer (Agilent Technologies, Palo Alto, CA, USA) and quantified by using Qubit 4.0 Fluorometer (Invitrogen, Carlsbad, CA, USA).

The sequencing libraries were multiplexed and loaded on the flow cell using an Illumina NovaSeq 6000 instrument according to the manufacturer’s instructions. The samples were sequenced using a 2 × 150 Pair-End (PE) configuration v1.5. Image analysis and base calling were conducted using NovaSeq Control Software v1.7 on a NovaSeq instrument. The raw sequence data (.bcl files) generated by Illumina NovaSeq were converted into fastq files and de-multiplexed using the Illumina bcl2fastq program version 2.20. One mismatch was allowed for index sequence identification.

#### 2.3.4. Processing of RNA Sequencing Data and Differential Expression Analysis

The raw data were deposited in Gene Expression Omnibus under the study accession number GSE277308. The sequence reads were trimmed to remove possible adapter sequences and poor-quality nucleotides using Trimmomatic v.0.36. The quality control of trimmed data was assessed using FASTQC [19]. The trimmed reads were mapped to the Equus caballus reference genome EquCab3.0 (available on ENSEMBL) using STAR aligner v.2.5.2b. STAR aligner is a splice-aware aligner that detects splice junctions and incorporates them to help align the entire read sequences. BAM files were generated as a result of this step. Unique gene hit counts were calculated by using Feature Counts from the Subread package v.1.5.2. Only uniquely mapped reads that fall within exon regions were counted.

After the extraction of gene hit counts, the gene hit counts table was used for downstream differential expression analysis. By using DESeq2, a comparison of gene expression between the groups of samples was performed. The Wald test was used to generate *p*-values and log2 fold changes. Genes with adjusted *p*-values or false discovery rate (FDR) ≤ 0.05 were identified as differentially expressed genes for each comparison. A PCA analysis was performed using the “plotPCA” function within the DESeq2 R package [20]. The plot shows the samples in a 2D plane spanned by their first two principal components. Analysis and data visualization were performed in R v 3.5.0.

#### 2.3.5. Quantitative Polymerase Chain Reaction (qPCR)

A total of 0.5 micrograms of total RNA was converted to complementary DNA (cDNA) using the prescription NanoScript reverse transcription kit (SuperScript III First-Strand Synthesis System, Invitrogen, Cat No 18080051, Waltham, MA, USA), according to the manufacturer’s instructions. The cDNA was stored at −20 °C until use. The transcript levels were calculated in triplicate using an MX3005P qPCR system (Stratagene) with the primers listed in Supplementary Material S1 and qPCRBIO SyGreen Mix Lo-ROX kit (PCRBIO, London, UK). Primer efficiency was validated using a standard curve of five serial dilution points and *SDHA* as a housekeeping gene. *SDHA* was selected as a reference gene, as it remained stable in the RNA-seq data, and it has previously been evaluated as the most stable housekeeping gene to study equine exercise-induced stress data [5,21]. 

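SDHA (ENSECAG00000000397) had 120 ± 9.42 TPM (SD, n = 27 horses), between 103 and 145 TPM, with a coefficient of variation of 7.83%. The log2 fold change against Group_A_Control was −0.03 (standard error 0.08) in Group_B_NEUT, −0.06 (0.06) in Group_C_MAST, −0.03 (0.07) in Group_D_NEUT_MAST and −0.13 (0.08) in Group_E_EOS_MAST, with limma adjusted p-values from 0.74 to 0.98. Leaving out single horses changed the sign of the differences of Group_B_NEUT and Group_D_NEUT_MAST, which are close to 0, and after scaling Group_B_NEUT horse 12 lay far above the other horses of its group.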

Reverse transcriptase and “no template” control samples were included in each run as negative controls. The data were analyzed using Stratagene MxPro v.4.10 software, and relative gene expression was calculated using the 2^−ΔΔCT^ method [22].

#### 2.3.6. Protein Analysis of Equine Bronchoalveolar Lavage-Derived Cells

Briefly, an aliquot of 500 µL of untreated BALF samples was homogenized in protein extraction buffer (100 mM Tris, pH 7.6, and 4% *w*/*v* SDS) + 1% Halt Protease Inhibitor Cocktail, EDTA-Free (Thermo Scientific™, Loughborough, UK, cat no 87785), as previously described [23]. Following homogenization, the samples were centrifuged at 20,000× *g* for 20 min at 10 °C. The supernatant containing the solubilized protein was removed and stored at −80 °C. The protein concentration of samples was determined using a Micro BCA Protein Assay Kit (Thermo Scientific™, Loughborough, UK, cat no 23235) according to the manufacturer’s instructions. Finally, total protein analysis was carried out for quality control purposes and to determine the equivocal protein load between samples. The samples were separated by electrophoresis on gradient gels (NuPAGE 4–12% Bis-Tris Protein Gels, 1.0 mm, 12-well, Fisher Scientific, cat no: NP0322BOX, Waltham, MA, USA) and stained with InstantBlue™ Protein Stain (Expedeon Ltd., cat no ISB1L, Cambridge, UK), as previously described [23,24]. The stained gel was then imaged using the LICOR Odyssey imager (LI-COR, Lincoln, NE, USA) to visualize and quantify the total protein load within each lane of the gel using the associated Image Studio Software (Version 5.2).

#### 2.3.7. S-Trap Proteolytic Digestion and LC-MS

A volume of 20 µg of each sample was used for the tryptic digestions. The samples were reduced with dithiothreitol and alkylated with iodoacetamide prior to tryptic digestion on S-TRAP (Protifi, Fairport, NY, USA) cartridges, following standard protocol [25]. The resulting peptides were cleaned up using C_18_ stage tips. Purified peptides were separated over a 90 min gradient on an Aurora-25 cm column (IonOpticks, Victoria, Australia) using an UltiMate RSLCnano LC System (Dionex) coupled to a timsTOF FleX mass spectrometer (Bruker Daltonics, Bremen, Germany) through a CaptiveSpray ionization source. The gradient was delivered at a flow rate of 200 nL/min, and washout and equilibration were performed at 500 nL/min. The column temperature was set at 50 °C. For DDA-PASEF acquisition, the full scans were recorded from 100 to 1700 m/z, spanning from 1.45 to 0.65 Vs/cm^2^ in the mobility (1/K0) dimension. Up to 10 PASEF MS/MS frames were performed on ion-mobility-separated precursors, excluding singly charged ions, which are fully segregated in the mobility dimension, with a threshold and target intensity of 1750 and 14,500 counts, respectively. The raw mass spectral data were processed using PEAKS Studio version X-Pro Software (Bioinformatics Solutions Inc., Columbia, ON, Canada). A search was conducted against the equine (*Equus caballus*) sequence database (UniProt Proteome ID: UP000002281), which contains 20,865 entries. The MS1 precursor mass tolerance was set to 20 ppm, and the MS2 fragment ion tolerance was 0.06 Da. The search parameters specified fully tryptic digestion, allowing for one missed cleavage. Cysteine was treated as a fixed modification with a mass addition of [+57.02], while methionine oxidation and the deamination of asparagine and glutamine were set as variable modifications. Quantitative LFQ analysis was performed using default parameters with optional ID transfer enabled.

#### 2.3.8. Statistical Analysis of Proteomic Data

The proteomic data were processed, as previously described [26]. Briefly, the data were transformed into a logarithmic scale, normalized, and imputed for missing values, and fold change was generated. The Shapiro–Wilk test was performed to assess whether the replicate values were normally distributed. If significant for at least one group (*p*-value ≤ 0.05), the given protein in that condition did not have normally distributed data. When both conditions were normally distributed, a *t*-test was performed. When data were not normally distributed based on the Shapiro–Wilk test, the nonparametric Mann–Whitney test was applied. Statistical significance was assumed at *p* < 0.05. To select the type of *t*-test performed (homoscedastic or heteroscedastic), an F-test was used to check whether the data were homoscedastic or heteroscedastic, and then a two-sample equal variances (homoscedastic) or two-sample unequal variances (heteroscedastic) *t*-test was performed, respectively. If the data were homoscedastic, there was a small variance between the replicates in both groups (F ≥ 0.05). If the data were heteroscedastic, there was a big variance between replicates in both groups (F < 0.05).

#### 2.3.9. Gene Ontology and Pathway Analysis

The identification of enriched biological processes and KEGG pathways in the upregulated and downregulated gene/protein lists was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) database for Gene Ontology (GO) with Knowledgebase v2024q2) [27,28,29]. To gain a better view of the results, functional analysis was also performed, as previously described, using Ingenuity Pathway Analysis to infer the functional roles and relationships of the differentially expressed genes based on the log2 fold change value of each molecule [12,30].

## 3. Results

The aims of this project were three-fold: (1) to establish the conditions for optimal RNA and protein isolation from equine BALF samples, (2) to perform RNA-seq and proteomic analysis on the BALF samples, providing a data resource for the community, and (3) to perform downstream analyses on the respective datasets to reveal MMEA endotype-specific pathways. The bronchoalveolar lavage samples provided good quality and yield regarding both RNA and protein for downstream transcriptomic/proteomic analyses, as previously described [23,31].

### 3.1. Differential Cell Count of Bronchoalveolar Lavage Samples

The differential cell counts of the BALF samples are presented in Figure 1. In line with common practice in both human and equine pulmonology, the epithelial cells were excluded from the differential cell count [32,33], an approach largely justified by the extensive variability in their proportion relative to other cell types and the potential for their inclusion to significantly skew data derived from downstream analyses [33]. The variability in epithelial cell proportion can be influenced by factors such as coughing and sample collection techniques. In agreement with previous studies, a remarkable percentage of BALF cells were macrophages (including hemosiderophages) [23,31,34]. As all samples were derived from racehorses, the presence of hemosiderophages was expected due to the high prevalence of exercise-induced pulmonary hemorrhage in this population [34].

### 3.2. Total RNA and Protein Extraction of Bronchoalveolar Lavage Samples Was Successfully Performed

Bronchoalveolar lavage samples from 27 French Trotters were collected, total BALF cells were isolated, and an RNA extraction protocol was performed, as previously described [18]. The average RNA yield extracted from the 8 × 10^6^ BALF cells was 75.8 + 8.7 ng/µL. The RNA samples derived from the BALF cells had an average RIN number of 9 + 0.1 (SEM), exceeding the threshold of 7, which is recommended for RNA-seq and qPCR analysis. RNA was submitted for RNA-seq analysis at Genewiz from Azenta Life Sciences. Genewiz also performed quality control prior to DNA strand-specific library preparation. The subsequent sequencing was conducted based on an Illumina platform using 150 bp paired-end sequencing (35 M coverage; 35 million reads generated through the sequencing process). 

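The transcriptome of BALF cells, the cells washed from the lower airways by bronchoalveolar lavage, was profiled in 27 French Trotters. There were 8 horses in Group_A_Control, 4 in Group_B_NEUT, 8 in Group_C_MAST, 4 in Group_D_NEUT_MAST and 3 in Group_E_EOS_MAST. The authors trimmed the reads, mapped them to EquCab3.0 with STAR, counted uniquely mapped reads in exons with featureCounts, and deposited length-normalized values with a fixed sum per horse (TPM) for 30371 Ensembl genes, 1 value per gene and horse. The values sum to 1000000 in every horse, and 8428 genes are at 0 in all 27 horses. TPM keeps no record of the number of reads, so the depth of each sample is unknown from these values, and the depth stated for the sequencing could not be used to set a precision for a gene. Starting from the TPM values, the horses of a comparison were scaled by median-of-ratios factors, 0.5 was added, and the log2 values were compared with limma, with a trend of the variance on the mean and Benjamini-Hochberg adjustment. Genes with a mean of at least 0.5 TPM over the horses compared were tested. Fold changes are on the log2(TPM + 0.5) scale, which understates the change of genes with low values. For single genes, two-sided exact permutation tests of the group labels were added, and SD is the standard deviation between horses. Reads shared by near-identical copies of a gene were left out by the unique mapping, which bears on families such as the histone and MHC class I genes.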

The selected genes were evaluated using qPCR to confirm their differential expression (Supplementary Material S1).

In order to expand on the RNA studies, we also defined the airway protein profiles (total proteome), thus revealing the mechanisms that may underpin any alterations in immune function between different cytological profiles. Protein extraction was successfully performed on the BALF samples from 27 horses. An average of 0.21 ± 0.33 (±SEM) mg of protein was isolated from 500 µL of BALF per animal. The results are consistent with previous studies [23]. To visualize the total protein load, all samples were run on gradient gels and stained with instant blue protein stain, as previously described [23]. Figure 2 is representative of a gel stain of the 11 equine BALF samples. The bands show a similar pattern across the samples, as previously reported [23]. The protein samples were subsequently submitted for proteomic analysis.

### 3.3. Distinct Molecular Pathways Underpinning Mild-To-Moderate Equine Asthma Cytological Profiles

#### 3.3.1. Molecular Profile of Racehorses with High BALF Neutrophil Ratios

Whole-transcriptome (RNA-seq) and proteome profiling was performed on the BALF cells and BALF (respectively) derived from racehorses with neutrophil ratios exceeding 5% (Group_B_NEUT; *n* = 4) versus healthy individuals (Group_A_Control; *n* = 8).

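Of the genes in the deposited TPM table, 12817 had a mean of at least 0.5 TPM over the 4 Group_B_NEUT and 8 control horses and entered the test between both groups.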

*RNA-seq:* In total, 13,059 equine genes were identified, and the reads were quantified to identify those that were differentially expressed between the two groups. A list of 17 differentially expressed transcripts (following a false discovery rate (FDR) of ≤0.05) was detected between Group_B_NEUT and Group_A_Control (Figure 3: the full list is in Supplementary Material S2). 

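On the TPM values, 0 genes had an adjusted p-value of 0.05 or less between Group_B_NEUT (n = 4) and Group_A_Control (n = 8) in limma, and the smallest adjusted p-value was 0.2. Without adjustment, 728 genes had a p-value of 0.05 or less. The count stayed at 0 under every other scaling, pseudocount, expression filter and model that was tried, and it moved to 1 when Group_B_NEUT horse 10 or horse 12 was left out. Of the 17 transcripts in the list of the paper, 16 passed the expression filter, and all 16 changed in the direction the paper gives. Adjusted over these 16 alone, all had a p-value of 0.05 or less, but the list was drawn from the same horses.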

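The RNAs ENSECAG00000042262, ENSECAG00000027676, ENSECAG00000034602 and ENSECAG00000029964 are in the lists of the paper for every asthma group. The parts of its tables that were read give them no gene name. Together they took 1.61% ± 0.51 (SD, n = 4) of all TPM in Group_B_NEUT and 0.741% ± 0.129 (SD, n = 8) in Group_A_Control. All 4 Group_B_NEUT horses were above all controls (two-sided exact permutation test, p = 0.002, the smallest p these group sizes allow). The 4 RNAs were selected because the paper calls them in every comparison, so this p-value is not an independent test. The log2 fold change was 1.10 for ENSECAG00000042262 (standard error 0.19, limma adjusted p = 0.34) and 1.21 for ENSECAG00000034602 (standard error 0.22, limma adjusted p = 0.56). It was 1.11 for ENSECAG00000029964 (standard error 0.23) and 0.96 for ENSECAG00000027676 (standard error 0.21), each with a limma adjusted p of 0.83, and for ENSECAG00000027676 only 3 of the 4 horses were above all controls (two-sided exact permutation p = 0.0061). Within the groups, the level of the 4 RNAs followed the mean of 24 histone transcripts.

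**Figure D1:**
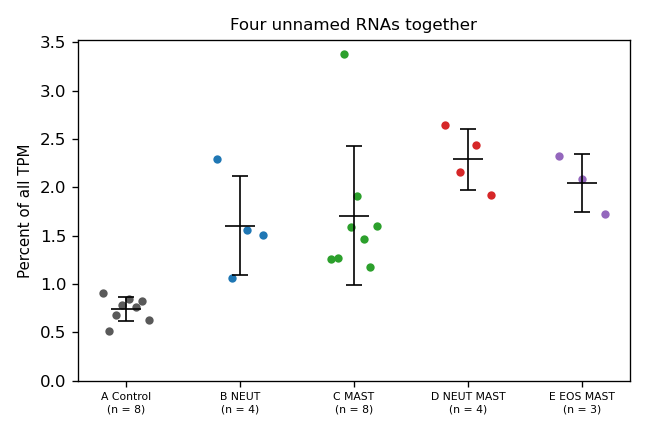
Share of all TPM (percent, y axis) taken by the 4 unnamed RNAs in each horse (points), by cytological group (x axis), with the group mean (horizontal bar) and SD (whiskers). The controls lie between 0.511% and 0.905%, below all 19 horses of the asthma groups, whose lowest value is 1.06%.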

From those, 12 genes were upregulated, and five were downregulated. The differentially expressed genes were related to the regulation of epithelial cell proliferation or response to stimulus; these included *EQMHCC1*, *GSTA4*, *CCND1*, and *THBS1*.

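EQMHCC1 (ENSECAG00000035532) is an MHC class I gene, and reads shared with other class I genes were left out by the unique mapping. EQMHCC1 had 328 ± 65.1 TPM (SD, n = 4) in Group_B_NEUT and 657 ± 112 TPM (SD, n = 8) in Group_A_Control. Its log2 fold change was −0.98 (standard error 0.15, limma adjusted p = 0.2), and all 4 horses were below all controls (exact permutation test, two-sided, p = 0.002). GSTA4 (ENSECAG00000019037) had 69.2 ± 30.7 TPM in Group_B_NEUT and 29.9 ± 8.84 TPM in the controls, a log2 fold change of 1.19 (standard error 0.30). CCND1 (ENSECAG00000038536) had 4.08 ± 1.34 TPM and 2.52 ± 0.4 TPM, a log2 fold change of 0.60 (standard error 0.14), with Group_B_NEUT horse 10 at 6.08 TPM, far from the other 3. All 4 horses were above all controls for GSTA4 and for CCND1. THBS1 (ENSECAG00000008923) had 1.61 ± 1.03 TPM and 0.365 ± 0.136 TPM, a log2 fold change of 1.16 (standard error 0.27, two-sided exact permutation p = 0.0061), and 3 of the 4 horses were above all controls. The limma adjusted p-value over all genes was 0.83 for each of these last 3 genes. With Group_B_NEUT horse 12 left out, the adjusted p-value of EQMHCC1 was 0.045, and over all fits that left out a horse it ranged from 0.045 to 0.91. Neither EQMHCC1 nor GSTA4 changed in this group alone. GSTA4 passed in Group_D_NEUT_MAST (log2 fold change 1.54, limma adjusted p = 0.025), and not in Group_E_EOS_MAST (1.14, limma adjusted p = 0.69). EQMHCC1 was below all controls in every horse of Group_D_NEUT_MAST (−1.58, limma adjusted p = 0.18) and of Group_E_EOS_MAST (−1.18, limma adjusted p = 0.69).

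**Figure D2:**
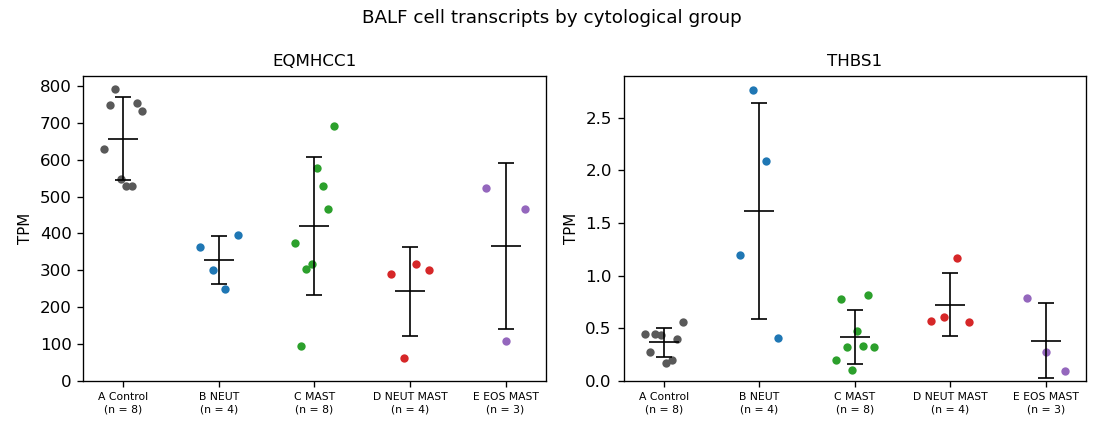
TPM (y axis) of EQMHCC1 and THBS1 in each horse (points), by cytological group (x axis), with the group mean (horizontal bar) and SD (whiskers). EQMHCC1 lies between 249 and 396 TPM in Group_B_NEUT and between 528 and 791 TPM in the controls.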

*Proteome:* In total, 1724 unique proteins were detected, 215 of which were identified as differentially expressed based on a *p*-value of ≤0.05. By applying these criteria, 157 proteins were upregulated, and 58 were downregulated. The two groups showed distinct patterns of gene/protein expression in both datasets (Figure 3A,C; the full list is in Supplementary Material S3).

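Over the 500 most variable genes on the log2 scale, 10.4% of the variance lay between Group_B_NEUT and Group_A_Control (two-sided exact permutation test of the labels, 4 against 8 horses, p = 0.21). Leaving out Group_B_NEUT horse 12, which had the lowest correlation with the other horses of its group, moved this share most, to 14.5% (exact permutation p = 0.042). On unlogged values it was 13.8% (exact permutation p = 0.17). The first principal component held 22.4% of the variance on the log2 scale and 48.4% on unlogged values. On unlogged values, the 10 heaviest genes held 88.2% of the squared weights of that component. The paper states that the patterns of both groups were distinct in the transcriptome and in the proteome (Figure 3A,C).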

*Pathway analyses:* An analysis of the KEGG pathway and biological process enrichment of the upregulated and downregulated proteins was performed using DAVID software v2024q2 [27]. The analysis revealed the pathways and biological processes involved in immune defense and immune system process, as well as oxidative stress and metabolic processes (Supplementary Material S3). To gain a better view of the results, functional analysis was also performed, as previously described, using IPA [12]. As expected, the analysis of samples derived from animals with high neutrophil counts was consistent with biological processes related to neutrophil chemotaxis, phagocytosis, and inflammation of the respiratory system (Figure 4).

#### 3.3.2. Molecular Profile of Racehorses with High Mast Cell Counts in the BALF Samples

Whole-transcriptome (RNA-seq) and proteome profiling was performed on the BALF cells and BALF (respectively) derived from racehorses with BALF mast cell ratios exceeding 2% (Group_C_MAST; *n* = 8) versus healthy individuals (Group_A_Control; *n* = 8).

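A mean of at least 0.5 TPM over the 8 Group_C_MAST and 8 control horses was reached by 12902 genes of the deposited table.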

RNA-seq: A total of 13,331 equine genes were identified, and the reads were quantified to identify those differentially expressed between the two groups (Figure 5B; the full list is in Supplementary Material S4). Mast cell influx in the lower airways was associated with a change in the equine gene expression of 21 differentially expressed genes (19 upregulated and two downregulated). 

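Between Group_C_MAST (n = 8) and Group_A_Control (n = 8), 3 genes had a limma adjusted p-value of 0.05 or less, 2 raised and 1 lowered, and each had an adjusted p-value of 0.046. They were FCER1A, ENSECAG00000027676 (log2 fold change 1.10, standard error 0.17) and ENSECAG00000028147 (−0.84, standard error 0.13), all in the list of the paper. Without adjustment, 613 genes had a p-value of 0.05 or less. The count was 6 on TPM as deposited and 0 without the mean-variance trend. Leaving out each of the 16 horses in turn gave 0 to 4 genes. Of these 16 fits, FCER1A and ENSECAG00000027676 each lost their call in 15 and ENSECAG00000028147 in 14. Of the 21 genes the paper lists, 19 passed the expression filter and all 19 changed in the direction the paper gives. ENSECAG00000027676 is one of the 4 unnamed RNAs, which together took 1.71% ± 0.714 (SD) of all TPM in Group_C_MAST (exact permutation test, two-sided, p = 0.00016), with all 8 horses above all controls.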

We defined differentially expressed genes as those showing up or downregulation with a false discovery rate (FDR) below 0.05. As expected, genes that play an important role in mast cell degranulation and mast cell-mediated immunity (FCER1A and KIT) were significantly upregulated in horses with high mast cell ratios compared to controls. 

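FCER1A (ENSECAG00000008710), the alpha chain of the high-affinity IgE receptor, had 54.1 ± 10.7 TPM (SD, n = 8) in Group_C_MAST and 26.9 ± 7.83 TPM (SD, n = 8) in Group_A_Control. The log2 fold change was 1.01 (standard error 0.16, two-sided exact permutation p = 0.00031), and 6 of the 8 horses were above all controls. Its adjusted p-value is close to the threshold: it passed the threshold in only 1 of the 16 limma fits that each left out a horse, where it ranged from 0.011 to 0.15, and the log2 fold change stayed between 0.95 and 1.11. KIT (ENSECAG00000012032), the receptor of stem cell factor, had 8.09 ± 2.34 TPM in Group_C_MAST and 3.53 ± 1.46 TPM in the controls. Its log2 fold change was 1.13 (standard error 0.22, limma adjusted p = 0.13, two-sided exact permutation p = 0.00016), and 7 of the 8 horses were above all controls. Over the other scalings, pseudocounts and models, the adjusted p-value of KIT ranged from 0.089 to 0.56. The paper ties both genes to mast cell degranulation and states that their increase was to be expected in horses with high mast cell ratios. For KIT it also cites its qPCR results, which were not analysed here.

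**Figure D3:**
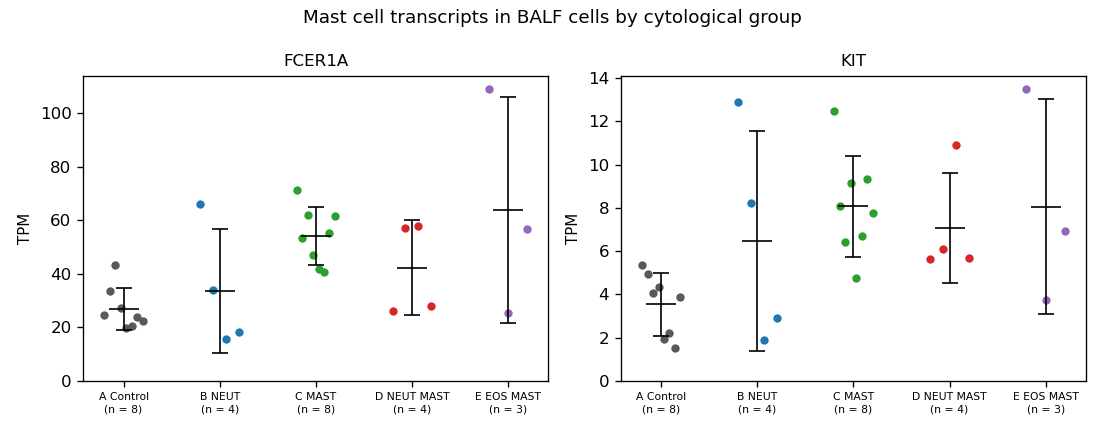
TPM (y axis) of FCER1A and KIT in each horse (points), by cytological group (x axis), with the group mean (horizontal bar) and SD (whiskers). FCER1A lies between 40.7 and 71.4 TPM in Group_C_MAST and between 19.9 and 43.1 TPM in the controls.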

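Of 5 further transcripts, RET (ENSECAG00000017238) had 66.1 ± 12.8 TPM (SD, n = 8) in Group_C_MAST and 27 ± 10 TPM (SD, n = 8) in Group_A_Control. Its log2 fold change was 1.42 (standard error 0.31, limma adjusted p = 0.21), and control horse 7 lay far below the other controls at 4.83 TPM. With that horse left out, the limma adjusted p-value of RET was 0.00018, and it ranged up to 0.45 with other horses left out. RGS13 (ENSECAG00000011629) lay between 3.93 and 6.27 TPM in Group_C_MAST, with a mean of 5.36 TPM, and between 0.564 and 3.75 TPM in the controls, with a mean of 2.27 TPM, a log2 fold change of 1.18 (standard error 0.24, limma adjusted p = 0.19). All 8 Group_C_MAST horses were above all controls for RET and RGS13 (two-sided exact permutation test, p = 0.00016 for each). MS4A2 (ENSECAG00000016368) had a log2 fold change of 1.31 (standard error 0.28, limma adjusted p = 0.2) and PTPRM (ENSECAG00000022845) of 0.57 (standard error 0.14, limma adjusted p = 0.36). PDE1C (ENSECAG00000021914), below the expression filter, had 0.487 ± 0.143 TPM in Group_C_MAST and 0.201 ± 0.107 TPM in the controls. For MS4A2, PTPRM and PDE1C the two-sided exact permutation test gave p = 0.00031.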

Others were related to cell communication and cell signaling (*MS4A2*, *PDE1C*, *PTPRM*, *RGS13*, *RET*).

Proteome: From the 1724 unique proteins detected, 359 were identified as differentially expressed, based on a *p*-value of ≤0.05. From these, 213 were upregulated, and 146 were downregulated (Figure 5D; the full list is in Supplementary Material S5).

*Pathway analyses:* The enrichment analysis performed using DAVID annotation software v2024q2 revealed the biological processes related to oxidative stress, apoptosis, and cellular metabolic processes (Supplementary Material S5). The pathway analysis was also complemented using IPA software v24.0.1. In contrast to the comparisons made with Group B NEUT, which revealed the processes related more to acute phase response, inflammation, and neutrophil activation, the samples from Group_C_MAST were enriched with biological processes related to hypersensitivity reaction, inhibition of airway inflammation, and fibrosis (Figure 6).

#### 3.3.3. Molecular Profile of Racehorses with Combined High BALF Neutrophil and Mast Cell Ratios

Whole-transcriptome (RNA-seq) and proteome profiling was performed on the BALF cells and BALF (respectively) derived from racehorses with combined BALF neutrophil ratios exceeding 5% and mast cell ratios exceeding 2% (Group_D_NEUT_MAST; *n* = 4) versus healthy individuals/controls (Group_A_Control; *n* = 8).

*RNA-seq*: A total of 13,002 equine genes were identified, and the reads were quantified to identify those differentially expressed between the two groups (Figure 7B; the full list is in Supplementary Material S6). 

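In the deposited values, 12764 genes had a mean of at least 0.5 TPM over the 4 Group_D_NEUT_MAST and 8 control horses.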

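In limma, 11 genes differed between Group_D_NEUT_MAST (n = 4) and Group_A_Control (n = 8) at an adjusted p-value of 0.05 or less, 10 raised and 1 lowered. Without adjustment, 978 genes had a p-value of 0.05 or less. The smallest adjusted p-values belonged to ENSECAG00000027676 (log2 fold change 1.67, standard error 0.13, limma adjusted p = 8.5e-05), ENSECAG00000042262 (1.62, standard error 0.16, limma adjusted p = 0.00077) and ENSECAG00000034602 (1.80, standard error 0.18, limma adjusted p = 0.00077). These are unnamed RNAs whose level followed histone transcripts within the groups; the 4 such RNAs took 2.29% ± 0.316 (SD) of all TPM here. The lowered gene was ANGPTL6 (ENSECAG00000024918), at 5.09 ± 0.588 TPM against 9.36 ± 1.35 TPM in the controls, a log2 fold change of −0.73 (standard error 0.11, limma adjusted p = 0.017), and it lost its call with any one of the 4 Group_D_NEUT_MAST horses left out. With all genes above 0 TPM in any horse tested, 8 genes passed, and leaving out each horse in turn gave 6 to 14. The part of the table of the paper that was used here lists 22 genes, all raised; 21 passed the expression filter, and all 21 were raised in the TPM values as well.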

Neutrophil and mast cell influx in the lower airways was associated with a change in the expression of 31 differentially expressed genes (22 upregulated and nine downregulated). Differentially expressed genes were defined based on an FDR of ≤0.05. 

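The histone transcripts H4C3 (ENSECAG00000037199), H2BC4 (ENSECAG00000035054) and H4C4 (ENSECAG00000037127) belong to families of near-identical genes, whose shared reads were left out by the unique mapping. H4C3 had 17.1 ± 2.81 TPM (SD, n = 4) in Group_D_NEUT_MAST and 7.13 ± 1.6 TPM (SD, n = 8) in Group_A_Control, a log2 fold change of 1.30 (standard error 0.17, limma adjusted p = 0.0052). H2BC4 had 9.48 ± 2.01 TPM and 4.19 ± 1.07 TPM, a log2 fold change of 1.17 (standard error 0.17, limma adjusted p = 0.019), and lost its call in 3 of the fits that each left out a horse. H4C4 had 9.26 ± 1.32 TPM and 3.89 ± 1.75 TPM, a log2 fold change of 1.33 (standard error 0.28, limma adjusted p = 0.2). All 4 horses were above all controls for each of the 3 histone transcripts, whose family followed the level of the 4 unnamed RNAs within the groups. Groups with neutrophils at or under 5% had higher means than the controls too. In Group_E_EOS_MAST, H4C3 had 16.4 TPM, H2BC4 9.5 TPM and H4C4 8.44 TPM. All 3 horses there were above all controls for each, though none passed in limma (adjusted p = 0.12, 0.21 and 0.69). In Group_C_MAST the means were 12.1, 6.63 and 7.71 TPM, and none passed either. TREM1 (ENSECAG00000017436), a receptor of myeloid cells, had 286 ± 128 TPM and 142 ± 26.5 TPM, a log2 fold change of 0.98 (standard error 0.26, limma adjusted p = 0.52, two-sided exact permutation p = 0.01), with 3 of the 4 horses above all controls. With Group_D_NEUT_MAST horse 21 left out its adjusted p-value was 0.013, in a range of 0.013 to 0.89 over all horses left out.

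**Figure D4:**
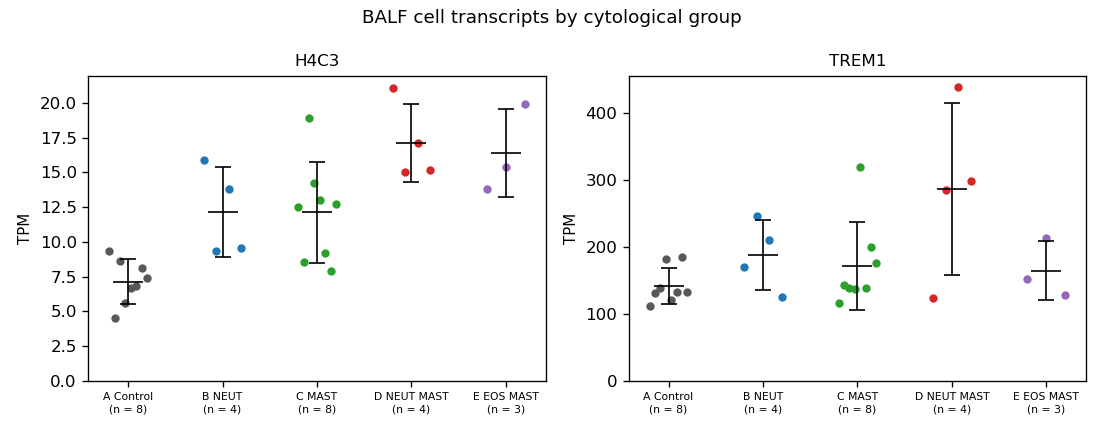
TPM (y axis) of H4C3 and TREM1 in each horse (points), by cytological group (x axis), with the group mean (horizontal bar) and SD (whiskers). H4C3 lies between 4.51 and 9.36 TPM in the controls and between 15 and 21.1 TPM in Group_D_NEUT_MAST.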

Consistent with the sample cytology, genes related to neutrophil extracellular trap formation (H2BC4, H4C3, and H4C4) and neutrophil chemotaxis (*TREM1*) were significantly upregulated in this group [35].

*Proteome*: In total, 1724 unique proteins were detected, 299 of which were identified as differentially expressed, based on a *p*-value of ≤0.05. Of these, 146 were upregulated, and 153 were downregulated (Figure 7D; the full list is in Supplementary Material S7).

*Pathway analyses:* The identification of enriched KEGG pathways and biological processes in the upregulated and downregulated protein lists performed using DAVID annotation software v2024q2 is shown in Supplementary Material S7. The detected protein list included molecules involved in neutrophil chemotaxis, airway inflammation, and hypersensitivity (Figure 8), as indicated by the IPA analysis. This finding was highly consistent with the increased airway neutrophil and mast cell ratios that defined this group.

#### 3.3.4. Molecular Profile of Racehorses with High Eosinophil and Mast Cell Ratios on BALF Samples

Whole-transcriptome (RNA-seq) and proteome profiling was performed on the BALF cells and BALF (respectively) derived from racehorses with high BALF eosinophil ratios exceeding 1% and mast cell ratios exceeding 2% (Group_E_EOS_MAST; *n* = 3) versus healthy individuals/controls (Group_A_Control; *n* = 8).

*RNA-seq:* A total of 13,360 equine genes were identified, and the reads were quantified to identify those that were differentially expressed between the two groups (Figure 9B; the full list is in Supplementary Material S8). 

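Over the 3 Group_E_EOS_MAST and 8 control horses, 12827 genes had a mean of at least 0.5 TPM in the deposited table.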

Eosinophil and mast cell influx in the lower airways was associated with a change in expression of 34 differentially expressed genes (24 upregulated and 10 downregulated). 

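In the TPM values, 4 genes had a limma adjusted p-value of 0.05 or less between Group_E_EOS_MAST (n = 3) and Group_A_Control (n = 8), 3 raised and 1 lowered, all in the list of the paper. Without adjustment, 837 genes had a p-value of 0.05 or less. The raised genes were 3 of the unnamed RNAs that followed histone transcripts: ENSECAG00000042262 (log2 fold change 1.47, standard error 0.15, limma adjusted p = 0.0072), ENSECAG00000027676 (1.32, standard error 0.17, limma adjusted p = 0.031) and ENSECAG00000034602 (1.52, standard error 0.21, limma adjusted p = 0.034). The lowered gene, ENSECAG00000003925, had 135 ± 209 TPM (SD, n = 3) and 3215 ± 1315 TPM (SD, n = 8), a log2 fold change of −6.11 (standard error 0.85, limma adjusted p = 0.034). It was also near absent in 1 horse of Group_B_NEUT and 1 of Group_C_MAST. The count was 9 with array weights and 1 when all 27 horses shared one fit, and it ran from 0 to 5 over the fits that each left out a horse. Of these 11 fits, ENSECAG00000003925 lost its call in 10, ENSECAG00000034602 in 9, ENSECAG00000027676 in 8 and ENSECAG00000042262 in 1. Of the 34 genes the paper lists, 32 passed the expression filter, and all 32 changed in the direction the paper gives. With 3 against 8 horses, an exact permutation test cannot give a p-value below 0.0061.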

Differentially expressed genes were defined based on an FDR of ≤0.05.

*Proteome*: In total, 1724 unique proteins were detected, 225 of which were identified as differentially expressed, based on a *p*-value of ≤0.05, of which 136 proteins were upregulated, and 89 were downregulated (Figure 9C,D; the full list is in Supplementary Material S9).

*Pathway analyses:* To gain a global view of the results, functional analysis was performed, as previously described, using IPA and DAVID (Supplementary Material S9). In this group, several proteins involved in an alternative polarization profile (M2) were detected using IPA (Figure 10).

## 4. Discussion

Airway inflammation is an integral component of the MMEA clinical phenotype; however, there is a degree of inconsistency with respect to the lower airway cytology profile applied to fulfill this diagnostic criterion. From an inflammatory cell perspective, the differential cytology of BALF from MMEA cases may be exclusively neutrophilic, eosinophilic, or metachromatic, or a mixed population of inflammatory cells may be detected. This phenomenon is highly consistent with the degree of aetio-pathogenic variability between MMEA subtypes. Such variability warrants further investigation with a view to identifying novel and more targeted therapeutic and/or preventative strategies. In line with such potential benefits, defining MMEA beyond the currently restricted cytological phenotypes was recently identified as a prioritized research aim [4,14,36,37]. To the best of our knowledge, this is the first report describing the application of a complimentary multi-omic methodological approach to dissect the pathogenesis of different MMEA endotypes in racehorses. Indeed, specific gene and protein signatures were defined between the different groups, and specific pathways in relation to each cytological profile were discovered. Furthermore, this analytical process has revealed some similarities with the variable pathogenesis of different human asthma endotypes [38].

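Compared with one another in limma, the asthma groups had 0 genes with an adjusted p-value of 0.05 or less in each of the 4 comparisons made. Without adjustment, 941 of 12978 genes had a p-value of 0.05 or less between Group_B_NEUT and Group_C_MAST, 843 of 12942 between Group_C_MAST and Group_D_NEUT_MAST, 568 of 12837 between Group_B_NEUT and Group_D_NEUT_MAST, and 337 of 12989 between Group_C_MAST and Group_E_EOS_MAST. The smallest adjusted p-value, 0.055, was between Group_B_NEUT and Group_D_NEUT_MAST. The count that moved most was that between Group_C_MAST and Group_E_EOS_MAST, to 4 genes with Group_E_EOS_MAST horse 26 left out. With all horses kept, the count between Group_B_NEUT and Group_D_NEUT_MAST was 2 with all genes above 0 TPM in any horse. It was 1 on TPM as deposited, with quantile normalization, without genes over 1% of all TPM, with pseudocount 0.1 and without the trend.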

Overall, the number of the differentially expressed genes detected in the intergroup comparisons was similar to those previously reported by others and ourselves, using similar transcriptomic technologies [5,12,39]. Although the validity of the data, in terms of differential expression, was supported by the qPCR results, the relatively low inflammatory cell ratio cut-offs applied as group inclusion criteria (mast cells > 2%; eosinophils > 1%; neutrophils > 5%) likely limited the depth of information that could be derived from the analyses. This limitation was likely most applicable to the transcriptomic data, which were derived from the entire BAL fluid cell population, thus masking small (but potentially biologically relevant) intergroup differences in gene expression. 

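Leaving out each horse in turn gave 0 to 1 differentially expressed genes for Group_B_NEUT, 0 to 4 for Group_C_MAST, 6 to 14 for Group_D_NEUT_MAST and 0 to 5 for Group_E_EOS_MAST, each against Group_A_Control. On simulated values with the spread of these horses and 200 genes changed by a log2 fold change of 1, limma called 73.5% of the changed genes at the sizes of Group_B_NEUT, 88% for Group_C_MAST, 75% for Group_D_NEUT_MAST and 75% for Group_E_EOS_MAST. The simulation drew each gene independently and changed 200 genes at once, which makes the adjusted threshold easier to pass. In the real Group_B_NEUT values, EQMHCC1 changed by −0.98 and GSTA4 by 1.19, with limma adjusted p-values of 0.2 and 0.83. So the simulated shares cannot be read as the power of these comparisons.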

Small group sizes may also have been a limiting factor in the group-associated differential expression analyses due to the potential bias of a single individual on the collective group gene transcription data. This may partly explain the more limited level of differential expression derived from the gene lists compared to the more extensive protein lists, a factor that could not be attributed to RNA integrity, as the RIN numbers in the extracted RNA exceeded a threshold of 7. Furthermore, the statistical analyses applied to RNA-seq data are considered more stringent (*p*-adjusted/FDR) than those applied to proteomic data (*p*-value), where corrections for multiple testing are not recommended [20,26]. Despite the above limitations and the relative clinical quiescence of MMEA compared with other airway diseases (e.g., severe equine asthma), specific MMEA-type pathway patterns were overt. This is promising from the perspective of both diagnostic biomarkers and therapeutic target discovery.

Horses with neutrophilic inflammation showed enrichment in different inflammatory processes with the differential expression of several inflammatory proteins (ELANE, CD14, APOE, LYZ) and neutrophil attractants (CD14, ELANE, ICAM1, MPO, LYZ) reaching statistical significance (Supplementary Material S3). Although other inflammatory transcripts (*CCL11*, *CXCL6*, *MUC5AC*) and neutrophil attractants (*CSF3R*, *CXCL1*, *CXCL6*, *VCAM1*, *IL13*) were also highly expressed in this group, they failed to meet the preset statistical significance threshold, likely resulting from some of the limitations described above. 

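CXCL6 (ENSECAG00000012742) had 0.837 ± 0.324 TPM (SD, n = 4) in Group_B_NEUT and 0.341 ± 0.174 TPM (SD, n = 8) in Group_A_Control (two-sided exact permutation p = 0.002), and CCL11 (ENSECAG00000036715) 2.8 ± 2.17 TPM and 1.11 ± 0.546 TPM (exact permutation p = 0.022). CSF3R (ENSECAG00000013457) had 15.4 ± 12.9 TPM and 4.52 ± 2.1 TPM (exact permutation p = 0.057). For CSF3R, 3 of the 4 Group_B_NEUT horses, at 9.43, 17.8 and 32.2 TPM, were above all controls, which reached at most 7.87 TPM. Group_B_NEUT horse 12, at 2.05 TPM, was below all controls, and its values cannot be told apart from a poorer library. The difference was within the spread between horses for VCAM1 (ENSECAG00000016735), at 5.34 ± 6.46 TPM and 1.06 ± 0.818 TPM (exact permutation p = 0.071). CXCL1 (ENSECAG00000010560) had 67.2 ± 25.2 TPM and 50 ± 20.5 TPM (exact permutation p = 0.21). The limma adjusted p-values of these 5 genes were between 0.85 and 0.89. IL13 was not analysed here.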

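EGFR (ENSECAG00000009952) had 11.5 ± 3.95 TPM (SD, n = 4) in Group_B_NEUT and 9.33 ± 3.96 TPM (SD, n = 8) in Group_A_Control, a log2 fold change of 0.33 (standard error 0.27, limma adjusted p = 0.91, two-sided exact permutation p = 0.28). Group_B_NEUT horse 9, at 6.13 TPM, was far below the other 3 horses, which had 11.8 to 15.6 TPM. No horse was above all controls, but that rests on control horse 1, at 18.5 TPM. The other controls reached at most 9.73 TPM.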

From a mucus production perspective, the upregulation of *EGFR* (even though it did not pass the significance threshold) has been shown to be involved in mucin production by airway goblet cells in asthma [40]. The upregulation of the mucin genes *MUC5AC*, *MUC20*, and *MUC1* in the neutrophilic group (Supplementary Material S2) also aligns with previous reports, highlighting the differential expression of a number of inflammatory genes in horses with neutrophilic BALF cytology [5]. Moreover, IL6-activated neutrophils have been shown to augment the neutrophilic release of elastase (ELANE; Elastase, Neutrophil Expressed) [41]. 

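MUC5AC (ENSECAG00000017660), below the expression filter, had 0.521 ± 0.556 TPM (SD, n = 4) in Group_B_NEUT and 0.131 ± 0.0868 TPM (SD, n = 8) in Group_A_Control (two-sided exact permutation p = 0.061), with control horse 3 far above the other controls at 0.332 TPM. MUC1 (ENSECAG00000006646) had 1.51 ± 1.53 TPM and 0.854 ± 0.546 TPM, a log2 fold change of 0.38 (standard error 0.41, limma adjusted p = 0.94, two-sided exact permutation p = 0.42). For both mucin genes the difference was within the spread between horses. With Group_B_NEUT horse 10 left out, the log2 fold change of MUC1 was −0.03. MUC20 was not analysed here.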

Notably, ELANE was significantly upregulated in the proteomic list of this MMEA subgroup. The IL6 stimulation of neutrophils is known to regulate the neutrophil production of mediators such as platelet-activating factor (PAF) and reactive oxygen species (ROS) [42], thus aligning with the high enrichment of platelet-activating factor acetylhydrolase 1b catalytic subunit 3 (PAFAH1B3), IL6ST, and ROS in the proteome of this MMEA subgroup. Interestingly, IL6 is considered a potential biomarker for non-Th2 asthma in humans [43].

In comparison to the neutrophilic cases, the IPA analysis of the proteomic datasets derived from horses with metachromatic inflammation revealed enrichment in pathways related to *hypersensitivity reaction* (CD44, ICAM1, SOD1, PSAP, CDH1) and *lung fibrosis* (AGER, TGFBR2, FBLN1, S100A9) (Figure 6). These findings are highly consistent with previous observations, suggesting the important role of mast cell-derived mediators in the pathogenesis of airway remodeling in horses [5]. In particular, mast cells tend to accumulate in lung compartments, such as the alveolar parenchyma, bronchial epithelium, and smooth muscle, of patients with allergic and severe asthma, thereby presumably increasing the detrimental consequences of mast cell activation in these cases, which entail airway remodeling and hypersensitivity reactions [44,45].

Unsurprisingly, the molecules involved in mast cell degranulation and mast cell-mediated immunity (*FCER1A*, *KIT*, CCL8, TGFBR2) were significantly upregulated in horses with the metachromatic MMEA subtype (Supplementary Files S4 and S5). These findings align with those of Davis and Sheats (2021), who reported an upregulation of *KIT* mRNA expression in BALF cells from horses with astrocytic airway inflammation [5]. 

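The mean log2 value of 10 mast cell transcripts that the paper calls raised (FCER1A, KIT, MS4A2, RGS13, RET, GATA2, SLC18A2, IGFBP7, PDE1C and PTPRM) was 0.96 higher in Group_C_MAST than in Group_A_Control, at 2.73 ± 0.18 and 1.77 ± 0.45 (SD, n = 8 each, two-sided exact permutation p = 0.00016). The transcripts were selected by the paper on these horses, so the size of this difference is not an independent test. A pseudocount of 0.1 moved the difference most, to 1.15. In Group_B_NEUT, where mast cells were at most 2%, the score was 1.99 ± 0.94 (SD, n = 4), 0.23 higher than in the controls (two-sided exact permutation test, p = 0.58). The spread in Group_B_NEUT was wide: horse 9 had 12.9 TPM of KIT, 11.9 TPM of MS4A2 and 7.04 TPM of RGS13, above every Group_C_MAST horse for these 3 genes. Leaving out single horses moved the difference of Group_B_NEUT between −0.16 and 0.57.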

Interestingly, *KIT* is a member of the receptor tyrosine kinase III family and a master regulator of the mast cell lineage [46]. *KIT*, validated here using qPCR results, is also found to play an important role in lung hypersensitivity, fibrosis, and the Th2-high human asthma endotype [46,47]. In line with these observations and in contrast to the data derived from the neutrophilic group, the “*inflammation of the respiratory system component*” IPA-generated network was found to be inhibited in the metachromatic group. This finding suggests that mast cells may induce a nonclassical inflammatory effect in the lung (Figure 6) and highlights their important role in asthma [48,49]. Indeed, mast cell accumulation in the lung is extensively considered a pathological feature of human allergic asthma, in which Th2 differentiation is preferentially promoted or supported [44,50,51]. Indeed, KIT, implicated in the human “Th2 high” asthma endotype, has recently been advocated as an appropriate therapeutic target molecule in cases of severe refractory asthma (e.g., imatinib or anti-KIT monoclonal antibodies) [46,47,52]. In light of the proteomic data derived from this study, the feasibility of a similar approach in refractory MMEA cases may be worth some consideration should further work support this hypothesis. Finally, the enrichment of proteins related to response to oxidative stress (PARK7, APOE, GCLC, GPX2, PRDX3, ROS1), cell redox homeostasis (GCLC, PRDX3, PRDX6), and oxidative phosphorylation (ATP5F1D, ATP5MG, ATP6V1G1, NDUFS3, COX6B1) (Supplementary File S5) in the metachromatic group aligns with some of the mechanisms known to underpin mast cell degranulation in asthma-associated pathology in humans; namely, the overproduction of ROS with subsequent redox imbalance and oxidative stress [48,53].

Interestingly, the IPA-generated network analysis of the proteome also revealed the inhibition of “*inflammation of the respiratory system component*” in horses with a combined mast cell and eosinophilic BALF cytology profile (Figure 10), further supporting the role of mast cells in this inhibitory effect. This hypothesis is further complemented by the M2 polarization profile (APOE, TXN, TGM2, STING1, NAMPT) enriched in this group, a dominant macrophage profile in high Th2-type asthma in humans and one known to activate the Th2 response with downstream eosinophilic infiltration and airway remodeling [54].

The analysis of the samples derived from horses with a mixed immune cell infiltration revealed a combination of enrichment pathways related to the different immune cell roles (neutrophils, mast cells, and eosinophils). Such a mixed inflammatory response, characterized by a mixed population of immune cells within the airways, is also reported in human asthmatic patients [43]. Specifically in our study, samples characterized by a combination of high neutrophil and mast cell ratios showed an alteration in the expression of several molecules related to both airway inflammation (HSPA5, CYBB, ATP5F1A, PTPRC) and hypersensitivity (RAB27A, ALCAM, PTPRC, LYN). In contrast to the metachromatic group, KIT was not differentially expressed in the mixed neutrophilic/mast cell group; however, the involvement of KIT signaling in this cohort was supported by the increased expression of LYN, a tyrosine kinase protein implicated in mast cell activation [46]. 

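In Group_D_NEUT_MAST, KIT had 7.07 ± 2.55 TPM (SD, n = 4), and all 4 horses were above all controls (two-sided exact permutation p = 0.01). The log2 fold change was 1.03 (standard error 0.29, limma adjusted p = 0.64), and the adjusted p-value ranged from 0.45 to 0.8 over the other scalings, pseudocounts and models. The value reported in the supplementary table of the paper is 1.09, with an adjusted p-value of 0.12. The score of 10 mast cell transcripts was 0.76 higher in Group_D_NEUT_MAST than in Group_A_Control (two-sided exact permutation p = 0.02). It was 0.20 higher in Group_C_MAST than in Group_D_NEUT_MAST (two-sided exact permutation test, 8 against 4 horses, p = 0.32). Leaving out each of 12 horses in turn moved the first result across the 0.05 threshold in 2 cases and the second in 1. The transcripts were selected as raised in Group_C_MAST against the same controls, so neither difference is an independent test.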

Expectedly, proteins related to neutrophil recruitment (LPO, ITGB1, SYK) were also differentially expressed in this group compared to controls (Figure 8).

Overall, BALF cells from racehorses with neutrophilic inflammation showed enrichment in pathways involved in inflammatory reactions, while those from the metachromatic group showed enrichment in pathways involved in oxidative stress, hypersensitivity reaction, and tissue structure alterations, such as lung fibrosis. The level of agreement with a previous RNA-seq study on different MMEA subtypes is encouraging in light of the inconsistency and variability in the data derived from previous studies adopting an approach solely focused on the gene expression profiles of specifically selected cytokines [5,8,9,10,11,37]. This level of inconsistency derived from this restricted methodological approach and the level of agreement between studies adopting a global gene expression approach likely reflects the complexity of, and overlap between, the respective aetio-pathogenic pathways associated with each MMEA phenotype.

Our results support the adoption of a similar simple categorization approach applied to human asthma endotypes, namely, a “Type 2” or “non-Type 2” inflammatory type [55]. The neutrophilic MMEA cases in this study mimic a non-Th2 inflammatory profile, while the metachromatic or eosinophilic cases showed more similarity with a Th2 pattern (M2 polarization). Interestingly, human athletes with non-Type 2 asthma have significantly fewer allergic symptoms and fewer previously diagnosed allergic rhinitis episodes, suggesting the role of intensive athletic training per se in the development of this endotype [55]. Although we have previously reported on enriched biological processes relating to inflammation in airway-derived cells from horses in race training [12,31,56], this effect was unlikely to have influenced the inter-group comparisons made in the current study, as all samples were obtained from racehorses in training. Similarly, the immunomodulatory effect of exercise is well-recognized in humans. Furthermore, it has been suggested that asthma among endurance athletes could arise from hyperventilation and mechanical stress on the airway surfaces over prolonged periods, ultimately resulting in airway remodeling [57]. Consistent with this hypothesis and in line with the high prevalence of neutrophilic MMEA in performance horses, the prevalence of non-Type 2 asthma is remarkably high in human athletes, at a level that would not be expected in such a young population [55]. The influence of prolonged hyperventilation and associated shear stress has not been fully explored in the equine athlete and warrants further investigation.

## 5. Conclusions

This project used state-of-the-art investigative approaches to improve our understanding of the mechanisms underpinning a highly prevalent, performance-limiting disorder of racehorses: MMEA. This is a necessary step in the development of more targeted preventative and treatment options for this disorder. With the current study, we have expanded on previous methodological approaches by adopting techniques that permit consideration of global gene expression (RNA-seq) and proteomic analysis. This has significantly expanded the volume of information derived from these sample sets and maximized our ability to identify “endotype”-specific pathways with the potential to reveal appropriate diagnostic biomarkers and/or therapeutic targets. In its current holistic format, the study is of direct relevance to racehorses. The results derived from individual components of the study could be translationally applied to other breeds (Thoroughbreds), sporting disciplines (where MMEA is recognized), and even species (humans/elite athletes).

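Tested over all 5 groups at once, 11 of 12912 genes differed at an adjusted p-value of 0.05 or less in the F test of limma (smallest adjusted p = 0.0057), and 848 at an unadjusted p-value of 0.05 or less. All 4 unnamed RNAs are among the 11. Of the 11 genes, 9 had a higher mean than Group_A_Control in all 4 asthma groups and 1 a lower mean in all 4. The remaining gene was CEBPE (ENSECAG00000012883, limma adjusted p = 0.0072), with 3.4 ± 2.32 TPM (SD) in Group_E_EOS_MAST and 0.627 ± 0.215 TPM in the controls. It had 0.338 ± 0.121 TPM in Group_B_NEUT, 0.5 ± 0.137 TPM in Group_C_MAST and 0.659 ± 0.292 TPM in Group_D_NEUT_MAST, and it was singled out after its values were seen. Over the other settings that kept all horses, from 6 genes (quantile normalization) to 13 genes (TPM as deposited) differed, and leaving out single horses gave 4 to 17.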

Current observations support the hypothesis that the different BALF cytological profiles reflect different MMEA transcriptomic and proteomic profiles and, thus, further inform efforts to establish specific MMEA disease endotypes. This study also highlights the value of the horse as an appropriate animal model with potential translational applications to human exercise immunology. There remains a requirement to expand this multi-omic analytical approach to a larger sample population to enable a more critical assessment of the gene/protein expression profile of MMEA endotypes. Finally, additional novel, cutting-edge technologies (e.g., single-cell sequencing and spatial transcriptomics) may further help to reveal disease- and/or disease susceptibility-associated biomarkers and/or novel therapeutic targets for both horses and humans.

## Figures and Tables

**Figure 1:**
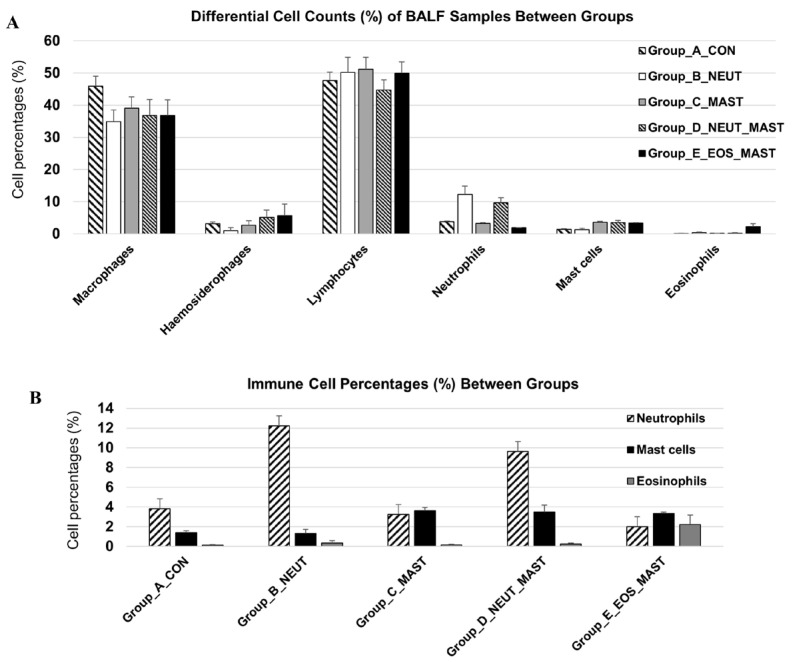
Bronchoalveolar lavage fluid cytological profile. Differential cell count (mean + SEM%) of equine BALF samples (*n* = 27) between the different groups (**A**) and the percentages of inflammatory cells of interest only (neutrophils, mast cells, and eosinophils) (**B**). Differential leucocyte count (minimum of 300 cells) was performed and expressed as a percentage of the total nonsquamous and non-epithelial nucleated cells.

**Figure 2:**
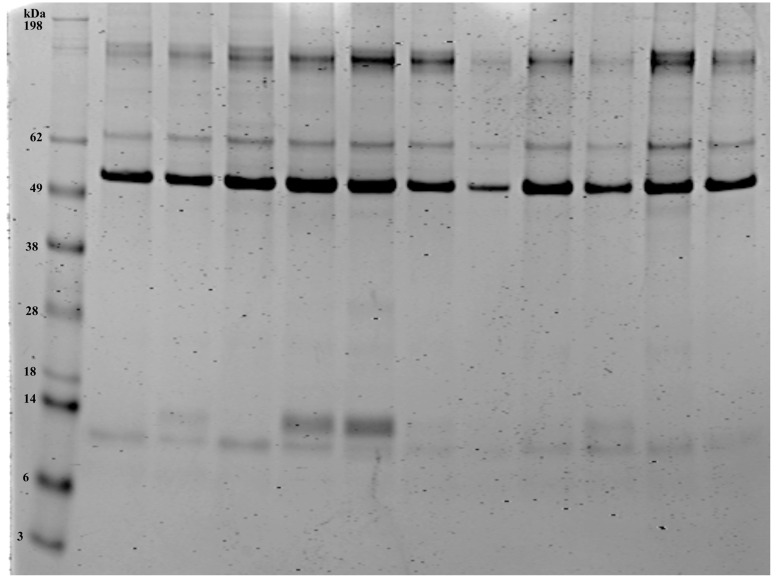
Total protein stain from the equine bronchoalveolar lavage samples. Lane 1 shows the protein ladder. Total protein stain of the equine BALF samples (Lanes 2–12, 5 µg). Note the diversity of proteins in the BALF samples. The stained gel was imaged using the LICOR Odyssey imager and the associated Image Studio Software, Version 5.2.

**Figure 3:**
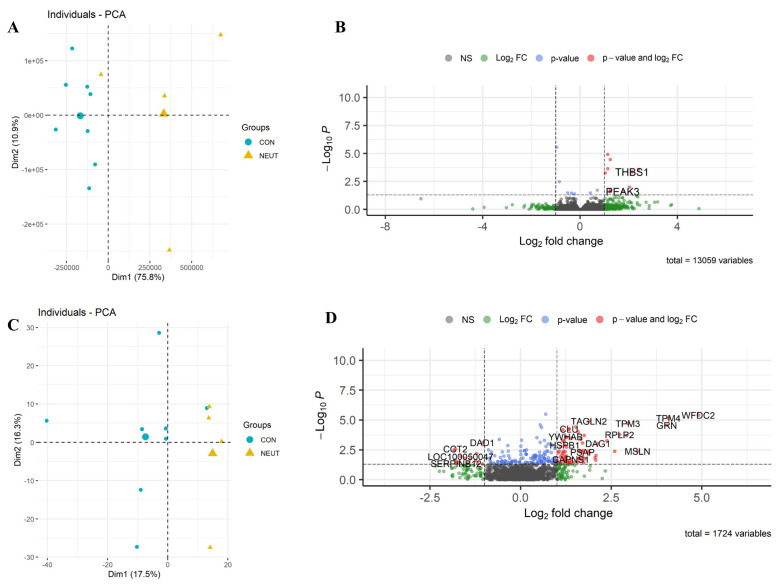
Differential expression of Group_B_NEUT. Scatterplot of the first two principal components (Dim1 and Dim2) of the RNA-seq (**A**) and proteomic samples (**C**) clustered according to their gene and protein expression; in parenthesis: original variance explained by each principal component. The larger symbols represent group means. Volcano plots of differentially expressed genes (**B**) and proteins (**D**), identified between Group_B_NEUT (NEUT) and the control group (CON). The green dots denote molecules with an absolute log2-fold change of >1. The blue dots denote genes with FDR ≤ 0.05, and the red dots denote those with FDR ≤ 0.05 and an absolute log2-fold change of >1 (**B**). In the proteomic dataset, the blue dots denote those with a *p*-value of ≤0.05, and the red dots denote those with a *p*-value of ≤0.05 and an absolute log2-fold change of >1 (**D**). Finally, the grey dots denote gene/protein expression without marked differences.

**Figure 4:**
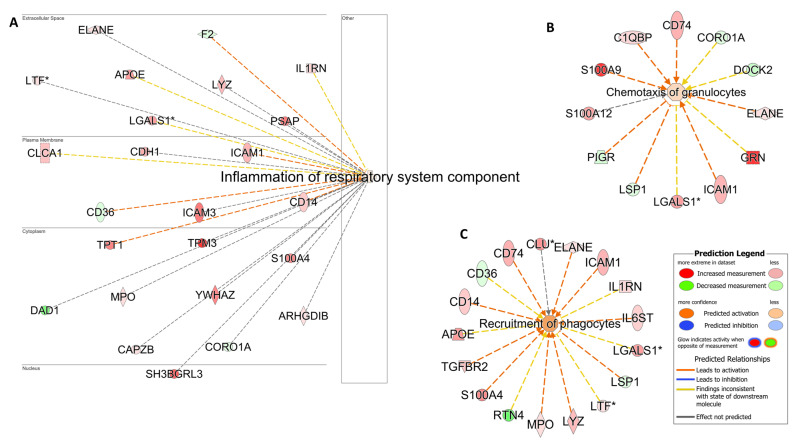
Airway inflammation and phagocyte cell activation. Pathway analysis identifies networks comprising *airway inflammation* (**A**), *Chemotaxis of granulocytes* (**B**) and (**C**) *Recruitment of phagocytes*. The biological processes and regulators are colored by their predicted activation state: activated (orange) or inhibited (blue). Darker colors indicate higher scores. The edges connecting the nodes are colored orange when leading to the activation of the downstream node, blue when leading to its inhibition, and yellow if the findings underlying the relationship are inconsistent with the state of the downstream node. The pointed arrowheads indicate that the downstream node is expected to be activated if the upstream node connected to it is activated, whereas the blunt arrowheads indicate that the downstream node is expected to be inhibited if the upstream node that connects to it is activated. The molecules in green are downregulated, and those in red are upregulated. The asterisk (*) indicates that multiple identifiers map to the molecule. The analysis was performed using the Ingenuity Pathway Analysis software v24.0.1.

**Figure 5:**
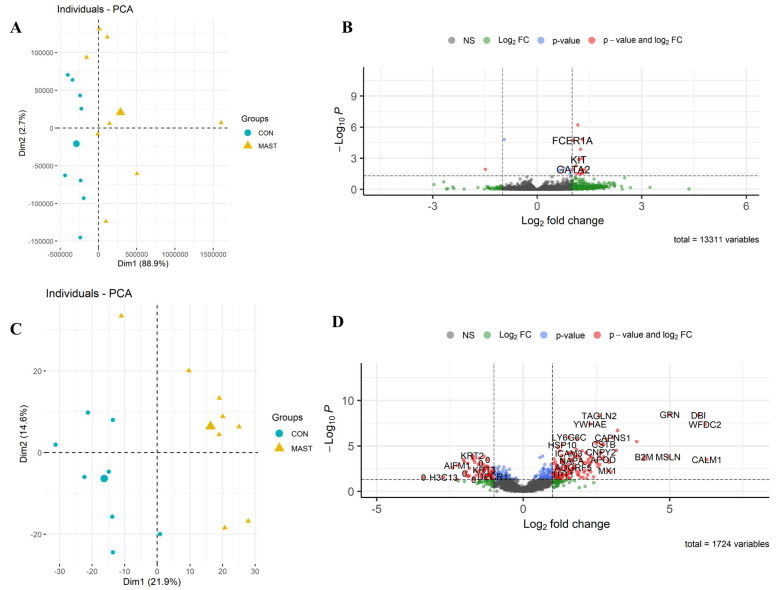
Differential expression of Group_C_MAST. Scatterplot of the first two principal components (Dim1 and Dim2) of the RNA-seq (**A**) and proteomic samples (**C**) clustered according to their gene and protein expression; in parenthesis: the original variance explained by each principal component. The larger symbols represent group means. Volcano plots of differentially expressed genes (**B**) and proteins (**D**), identified between Group_C_MAST (MAST) and the control group (CON). The green dots denote molecules with an absolute log2-fold change of >1. The blue dots denote genes with an FDR of ≤0.05, and the red dots denote those with an FDR of ≤0.05 and an absolute log2-fold change of >1 (**B**). In the proteomic dataset, the blue dots denote those with a *p*-value of ≤0.05, and the red dots those with a *p*-value of ≤0.05 and an absolute log2-fold change of >1 (**D**). Finally, the grey dots denote the gene/protein expression without marked differences.

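Between Group_C_MAST and Group_A_Control (8 horses each), 6.1% of the log2 variance of the 500 most variable genes lay between the groups (two-sided exact permutation test, p = 0.61), and 10.2% of the unlogged variance (p = 0.12). The 10 heaviest genes held 84.1% of the squared weights of the first component of the unlogged values, and the 4 unnamed RNAs held 37.1%. In the other comparisons with control these RNAs held less, 1.22% for Group_B_NEUT, 10.4% for Group_D_NEUT_MAST and 6.29% for Group_E_EOS_MAST.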

**Figure 6:**
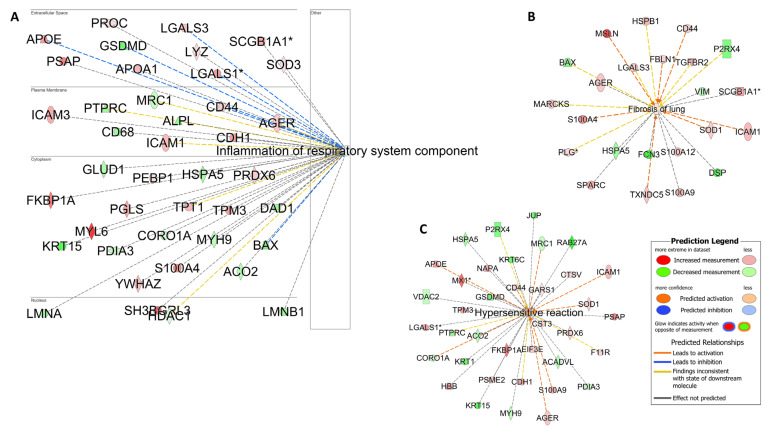
Hypersensitivity and fibrosis. Pathway analysis identifies networks comprising *airway inflammation* (**A**). *Fibrotic processes* (**B**) and *hypersensitivity reactions* (**C**) were also enriched in racehorses with high mast cell counts. The biological processes and regulators are colored according to their predicted activation state: activated (orange) or inhibited (blue). The darker colors indicate higher scores. The edges connecting the nodes are colored orange when leading to the activation of the downstream node, blue when leading to its inhibition, and yellow if the findings underlying the relationship are inconsistent with the state of the downstream node. The pointed arrowheads indicate that the downstream node is expected to be activated if the upstream node connected to it is activated, whereas the blunt arrowheads indicate that the downstream node is expected to be inhibited if the upstream node that connects to it is activated. The molecules in green are downregulated, and those in red are upregulated. The asterisk (*) indicates that multiple identifiers map to the molecule. The analysis was performed using the Ingenuity Pathway Analysis software v24.0.1.

**Figure 7:**
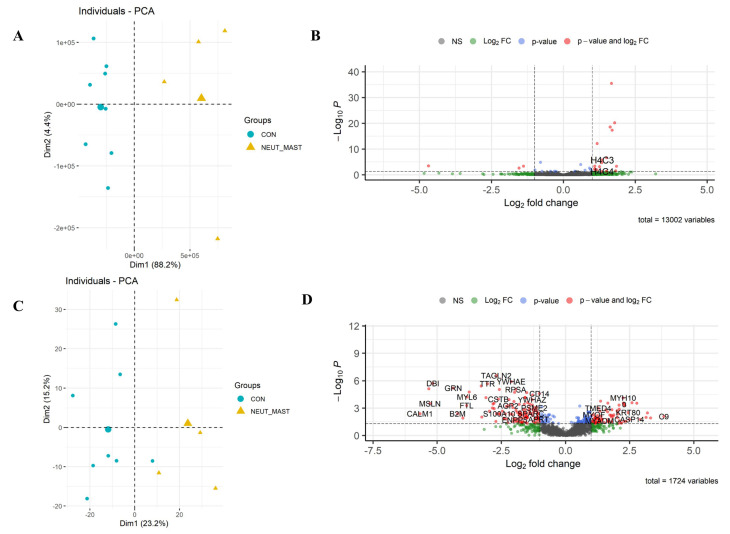
Differential expression of Group_D_NEUT_MAST. Scatterplot of the first two principal components (Dim1 and Dim2) of the RNA-seq (**A**) and proteomic samples (**C**), clustered according to their gene and protein expression; in parenthesis: the original variance explained by each principal component. The larger symbols represent group means. Volcano plots of the differentially expressed genes (**B**) and proteins (**D**) identified between Group_D_NEUT_MAST and the control group. The green dots denote molecules with an absolute log2-fold change of >1. The blue dots denote genes with an FDR of ≤0.05, and the red dots those with an FDR of ≤0.05 and an absolute log2-fold change of >1 (**B**). In the proteomic dataset, the blue dots denote those with a *p*-value of ≤0.05, and the red dots those with a *p*-value of ≤0.05 and an absolute log2-fold change of >1 (**D**). Finally, the grey dots denote the gene/protein expression without marked differences.

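The share of the log2 variance of the 500 most variable genes between Group_D_NEUT_MAST (n = 4) and Group_A_Control (n = 8) was 9.94% (two-sided exact permutation test, p = 0.25). On unlogged values it was 32.3% (exact permutation p = 0.014), and 21.6% once the 4 unnamed RNAs were left out (exact permutation p = 0.063).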

**Figure 8:**
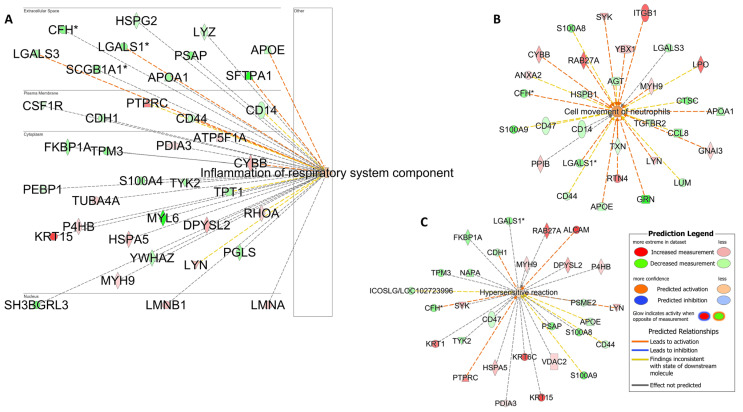
Airway inflammation and hypersensitivity reaction. Pathway analysis is used to identify networks comprising airway inflammation (**A**). Neutrophil migration (**B**) and hypersensitivity reactions (**C**) were also enriched in racehorses with high neutrophil and mast cell counts. The biological processes and regulators are colored by their predicted activation state: activated (orange) or inhibited (blue). The darker colors indicate higher scores. The edges connecting the nodes are colored orange when leading to the activation of the downstream node, blue when leading to its inhibition, and yellow if the findings underlying the relationship are inconsistent with the state of the downstream node. The pointed arrowheads indicate that the downstream node is expected to be activated if the upstream node connected to it is activated, whereas the blunt arrowheads indicate that the downstream node is expected to be inhibited if the upstream node that connects to it is activated. The molecules in green are downregulated, and those in red are upregulated. The asterisk (*) indicates that multiple identifiers map to the molecule. Analysis was performed using the Ingenuity Pathway Analysis software v24.0.1.

**Figure 9:**
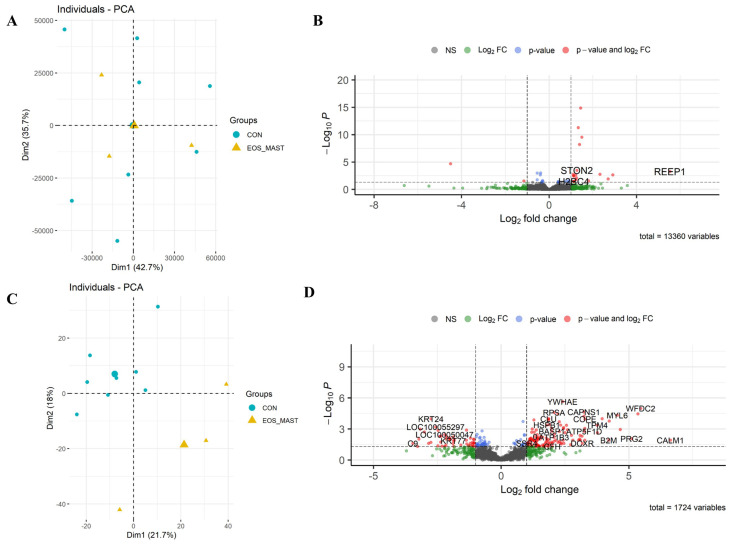
Differential expression of Group_E_EOS_MAST. Scatterplot of the first two principal components (Dim1 and Dim2) of the RNA-seq (**A**) and proteomic samples (**C**), clustered according to their gene and protein expression; in parenthesis: the original variance explained by each principal component. The larger symbols represent group means. Volcano plots of differentially expressed genes (**B**) and proteins (**D**), identified between Group_E_EOS_MAST and the control group. The green dots denote molecules with an absolute log2-fold change of >1. The blue dots denote genes with an FDR of ≤0.05, and the red dots those with an FDR of ≤0.05 and an absolute log2-fold change of >1 (**B**). In the proteomic dataset, the blue dots denote those with a *p*-value of ≤0.05, and the red dots those with a *p*-value of ≤0.05 and an absolute log2-fold change > 1 (**D**). Finally, the grey dots denote the gene/protein expression without marked differences.

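For Group_E_EOS_MAST (n = 3) and Group_A_Control (n = 8), 8.7% of the log2 variance of the 500 most variable genes lay between the groups (two-sided exact permutation test, p = 0.81). The share was 22.3% on unlogged values (exact permutation p = 0.042) and 14% without the 4 unnamed RNAs (exact permutation p = 0.2).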

**Figure 10:**
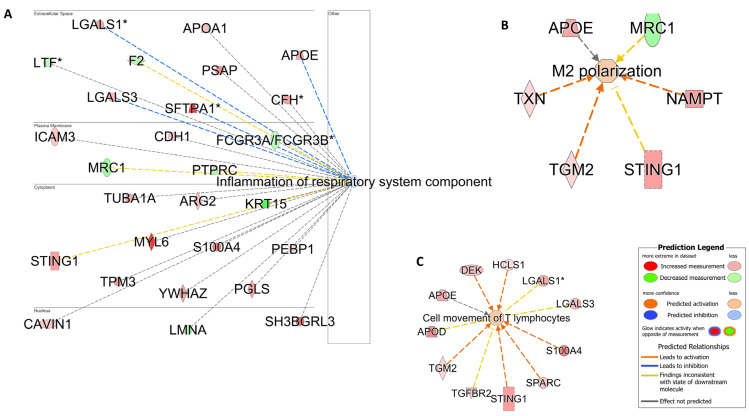
Alternative inflammation profile. Pathway analysis is used to identify networks indicating the inhibition of airway inflammation (**A**), the activation of alternative macrophage polarization (M2) (**B**), and T cell movement (**C**). The biological processes and regulators are colored by their predicted activation state: activated (orange) or inhibited (blue). The darker colors indicate higher scores. The edges connecting the nodes are colored orange when leading to the activation of the downstream node, blue when leading to its inhibition, and yellow if the findings underlying the relationship are inconsistent with the state of the downstream node. The pointed arrowheads indicate that the downstream node is expected to be activated if the upstream node connected to it is activated, whereas the blunt arrowheads indicate that the downstream node is expected to be inhibited if the upstream node that connects to it is activated. The molecules in green are downregulated, and those in red are upregulated. The asterisk (*) indicates that multiple identifiers map to the molecule. The analysis was performed using the Ingenuity Pathway Analysis software v24.0.1.

**Table 1:** Groupings based on BALF cytology thresholds.

Group	Number of Animals	Criteria for Inclusion
Group_A_Control	*n* = 8	Neut ≤ 5%; Mast ≤ 2%; Eos ≤ 1%
Group_B_NEUT	*n* = 4	**Neut > 5%**; Mast ≤ 2%; Eos ≤ 1%
Group_C_MAST	*n* = 8	Neut ≤ 5%; **Mast > 2%**; Eos ≤ 1%
Group_D_NEUT_MAST	*n* = 4	**Neut > 5%; Mast > 2%**; Eos ≤ 1%
Group_E_EOS_MAST	*n* = 3	Neut ≤ 5%; **Mast > 2%**; **Eos > 1%**

Neut: neutrophils; Mast: mast cells; Eos: eosinophils.

## Data Availability

The raw RNA-seq data were deposited in the Gene Expression Omnibus under the study accession number GSE277308. The following secure token has been created to allow for the review of record GSE277308 while it remains in private status: mxevuicmjpifdad.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells13221926/s1, Supplementary Material S1–S9: Supplementary Material S1: qPCR Results; Supplementary Material S2: CONvsNEUT_RNASeq; Supplementary Material S3: CONvsNEUTs_Proteomic_DAVID; Supplementary Material S4: CONvsMAST_RNAseq; Supplementary Material S5: CONvsMAST_Proteomic_DAVID; Supplementary Material S6: CONvsNEUT_MAST_RNAseq; Supplementary Material S7: CONvsNEUT_MAST_Proteomic_DAVID; Supplementary Material S8: EOS_MAST_RNAseq; Supplementary Material S9: CONvsEOS_MAST_Proteomic_DAVID.

How the deposited data were processed for this re-analysis (not part of the article)

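Gene expression was measured by RNA sequencing in BALF cells of 27 French Trotters, 8 in Group_A_Control, 4 in Group_B_NEUT, 8 in Group_C_MAST, 4 in Group_D_NEUT_MAST and 3 in Group_E_EOS_MAST. The authors trimmed the reads with Trimmomatic, mapped them to EquCab3.0 with STAR, counted uniquely mapped reads in exons with featureCounts, and tested the counts with DESeq2. The authors deposited 1 table of TPM, expression values normalized for gene length and to a fixed sum per horse, for 30371 Ensembl genes, with 1 column per horse, and the text of the paper does not name how the TPM values or the gene lengths behind them were made. Each column sums to 1000000 TPM, and 8428 genes are at 0 in every horse. Every column was matched to its horse by its label, and the group of each horse was taken from the sample labels and the groups of the paper. TPM values keep no number of reads, so the depth per horse and the counting error of a gene are not known from them, and low values have an unknown precision. The precision of each comparison rests on the spread between horses.

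From the TPM values, the horses of each comparison were scaled by median-of-ratios factors. The factors were computed from the genes above 0 in every horse that have a mean of at least 0.5 TPM; this gene set was settled when the values were analysed. A pseudocount of 0.5 was added, and log2 values were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with a mean-variance trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes with a mean of at least 0.5 TPM over the horses compared were tested, and only the groups compared entered a fit. A fold change is on the log2(TPM + 0.5) scale and understates the change of low genes. The asthma groups were each compared with Group_A_Control, 4 pairs of asthma groups were compared directly, and all 5 groups were compared in an F test. The script was tested on simulated data with 200 changed genes, and at a log2 change of 2 it called 90.5% of them at the sizes of Group_B_NEUT, 97% for Group_C_MAST, 93.5% for Group_D_NEUT_MAST and 92.5% for Group_E_EOS_MAST. These shares hold for 200 genes changed at once with independent noise, and are not the power in the real values. The counts of genes were also set against regroupings of the same horses, 100 drawn with a fixed seed where more exist.

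Single genes, scores and shares of TPM were compared with two-sided exact permutation tests, and relations across the 27 horses with 100000 permutations of the deviations from the group means. The separation of groups was measured as the share of variance between them over the 500 most variable genes. These steps and the plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The genes named are the transcripts the text of the paper names, the 4 unnamed RNAs that its tables call in every comparison, the 3 raised and 3 lowered genes of smallest adjusted p among those past the threshold in each comparison with control, and the 5 genes of smallest adjusted p in each of its tables. Gene names were taken from the parts of the supplementary tables of the paper that were read. These pair 5639 of the 30371 identifiers with a name, and other genes are given by identifier. IL13 and MUC20 have no identifier in the parts that were read and were not analysed here. Whether the full tables hold them is not known. General marker lists were not scored, since only part of their members have an identifier: 5 of 12 for mast cells, 7 of 11 for neutrophils, 3 of 9 for eosinophils and 9 of 12 for airway epithelium. Scores of the neutrophil and epithelial members with an identifier were possible but were left out. So the neutrophil and epithelial content of the lavages was not tested. The mast cell score used 10 transcripts that the paper calls raised in Group_C_MAST.

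The alternatives tried were TPM as deposited, quantile normalization, rescaling without genes over 1% of all TPM, pseudocounts of 0.1 and 1, all genes above 0 TPM in any horse, genes with a mean of at least 5 TPM, limma without the trend, limma with array weights, one fit of all 27 horses, and each horse left out in turn. An added alternative computed the scaling factors from all genes above 0 in every horse. Mapping to unique positions leaves out reads shared by near-identical genes, so histone and MHC class I genes are uncertain. No batch of sequencing was used, and the qPCR, cytology and proteome measurements were not analysed here, apart from the signs in the protein tables of the paper.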

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

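Of the tests below, those on control horse 7 and on the horses that nearly lack ENSECAG00000003925 were chosen only after the result was seen. In 140 sets of values, each a named gene or the share of the 4 unnamed RNAs in a group of 4 to 8 horses, 18 had a horse far from the others by the Dixon ratio, where about 7 are expected by chance. For genes the ratio was taken on log2 scaled values, where it picked out 17 sets; on TPM itself it picked out 21, and 10 on both. The values printed are TPM unless stated.

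EQMHCC1 was 93.3 in Group_C_MAST horse 14 (the others 304 to 692) and 62.4 in Group_D_NEUT_MAST horse 22 (the others 291 to 318). CCND1 was 6.08 in Group_B_NEUT horse 10 (the others 3.18 to 3.57) and 1.56 in Group_C_MAST horse 20 (the others 2.45 to 4.07). MUC5AC was 0.332 in control horse 3 (the others 0.0371 to 0.135) and 14 in Group_C_MAST horse 16 (the others 0.0231 to 0.648). EGFR was 6.13 in Group_B_NEUT horse 9 (the others 11.8 to 15.6), and TREM1 was 319 in Group_C_MAST horse 17 (the others 116 to 200). SDHA was 134 in Group_B_NEUT horse 12 (the others 105 to 126), which scaling moved to 148 against 111 to 114. ENSECAG00000043482 was 2.33 in control horse 8 (the others 0.136 to 0.273) and 0.415 in Group_B_NEUT horse 12 (the others 1.53 to 1.65). ENSECAG00000034602 was 4565 in Group_D_NEUT_MAST horse 24 (the others 5546 to 6215).

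Group_C_MAST horse 15 had 1336 for ENSECAG00000042262 (the others 451 to 656) and 4258 for ENSECAG00000027676 (the others 1660 to 2693), and the 4 unnamed RNAs took 3.38% of all its TPM (the others 1.18% to 1.91%). These RNAs belong to one set that rises together, so the 3 results are not independent.

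A poor or mislabelled library was weighed for these horses. Of the 14 distinct horses, 3 (21.4%) had the lowest median correlation of their group with the other horses, but with 1 such horse in each of 4 groups no larger share than 4 of 14 was possible, so the test as set cannot decide. The 3 are control horse 3 (0.971), Group_B_NEUT horse 12 (0.968) and Group_C_MAST horse 16 (0.967). In their groups the others lie between 0.973 and 0.974 for Group_B_NEUT and between 0.973 and 0.975 for Group_C_MAST, so the values of horses 12 and 16 cannot be told apart from a poorer library. For the single genes above, apart from the cases below, no biological explanation was tested, since the design gives none within a group. Reads shared between MHC class I genes were not tested as a source of the low EQMHCC1 values.

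RET was 4.83 in control horse 7 (the others 25.6 to 39.3). That horse had the lowest value of the 8 controls for 8 of the 10 mast cell transcripts, which is consistent with fewer mast cells in that lavage. It remains a hypothesis, because the transcripts follow one another and the cell counts of single horses were not used here.

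ENSECAG00000003925 was 11.5 in Group_B_NEUT horse 11 (the others 1901 to 2858) and 12.5 in Group_C_MAST horse 20 (the others 1512 to 5179). Of the 27 horses, 4 had under 10% of the median of 2068 TPM, with 15.3 the highest of these, and they lie in 3 groups, 1 in Group_B_NEUT, 1 in Group_C_MAST and 2 in Group_E_EOS_MAST. A variant carried by some horses might give such a split in 3 groups. The test also asked that no horse lie between these and the rest, and 1 Group_E_EOS_MAST horse did, at 376 TPM, so it was not met as it was set. A carrier of 1 copy could show such a value too, so the test was judged, after its result was seen, unable to decide for or against a variant.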

How the results depend on the processing

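The alternatives were set before the data were examined, except the scaling factors from all genes above 0 in every horse, which were chosen after seeing the data; no test of an explanation was run here. No paired analysis was possible because the groups share no replicate numbers. The counts are of genes with a limma adjusted p-value of 0.05 or less.

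For Group_B_NEUT the count was 0 (728 at unadjusted p of 0.05 or less), and 0 under each alternative that kept all horses. For Group_D_NEUT_MAST it was 11 under each of these but all genes above 0 TPM in any horse, where it was 8; with one fit of 27 horses, 9 of the 11 were shared. For Group_C_MAST it was 3, and 6 on TPM as deposited, with quantile normalization and without genes over 1% of all TPM (5 raised and 1 lowered in each, against 2 and 1), 5 with one fit of 27 horses (2 of the 3 shared), 4 with array weights, and 0 with all genes above 0 TPM (977 unadjusted) and without the trend (621 unadjusted). For Group_E_EOS_MAST it was 4, and 7 without genes over 1% of all TPM (6 raised and 1 lowered), 5 on TPM as deposited, 5 with a mean of at least 5 TPM, 5 with all genes above 0 TPM (5 raised and 0 lowered, 1 shared with the 4), 2 without the trend, 9 with array weights and 1 (CEBPE, not among the 4) with one fit of 27 horses. Between Group_B_NEUT and Group_D_NEUT_MAST it was 0 (568 unadjusted), and 1, eca-mir-9166, on TPM as deposited, with quantile normalization, without genes over 1% of all TPM, with pseudocount 0.1 and without the trend, and 2 with all genes above 0 TPM. In the F test it was 11, and 13 on TPM as deposited and without genes over 1% of all TPM, 12 with array weights (10 shared), 10 with pseudocount 1 and with the added factors, 9 with a mean of at least 5 TPM, 8 with all genes above 0 TPM (5 shared), 10 without the trend and 6 with quantile normalization. The added factors gave 0, 2, 11 and 4 genes for Group_B_NEUT, Group_C_MAST, Group_D_NEUT_MAST and Group_E_EOS_MAST; in Group_C_MAST, FCER1A then had an adjusted p-value just over the threshold, in a range of 0.017 to 0.65 over the other alternatives that kept all horses. On unlogged values the share of variance between groups was 32.3% for Group_D_NEUT_MAST and 22.3% for Group_E_EOS_MAST and passed the threshold. Without the 4 unnamed RNAs these shares were 21.6% (two-sided exact permutation p = 0.063) and 14% (p = 0.2) and no longer passed. For the counts the cause was not tested.

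Over the fits that each left out one horse, the count ran from 0 to 1 for Group_B_NEUT, 0 to 4 for Group_C_MAST, 6 to 14 for Group_D_NEUT_MAST and 0 to 5 for Group_E_EOS_MAST, from 0 to 2 between Group_B_NEUT and Group_C_MAST, 0 to 1 between Group_C_MAST and Group_D_NEUT_MAST, 0 to 4 between Group_C_MAST and Group_E_EOS_MAST, and from 4 to 17 in the F test. The share of variance for Group_B_NEUT ran from 9.43% to 14.5%. The difference in the mast cell score ran from −0.16 to 0.57 for Group_B_NEUT, 0.56 to 0.92 for Group_D_NEUT_MAST, 0.44 to 1.04 for Group_E_EOS_MAST, and 0.05 to 0.40 between Group_C_MAST and Group_D_NEUT_MAST. The log2 fold change of MUC1 in Group_B_NEUT ran from −0.03 to 0.78, and that of SDHA from −0.13 to 0.01 in Group_B_NEUT and from −0.07 to 0.03 in Group_D_NEUT_MAST, so each changed sign. Of the values of single genes under all alternatives, 886 kept their direction and side of the threshold, 91 were weaker, 22 stronger and 3 reversed. The cause was not tested. The depth per horse is unknown, so how far it limits genes of low TPM, such as MUC5AC and PDE1C, is not known.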

Differences from the paper's values

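No test of an explanation was chosen here, before or after the result was seen. The paper reports 17 differentially expressed genes for Group_B_NEUT, 12 raised and 5 lowered, against 0, 0 and 0 here (728 at unadjusted p of 0.05 or less). For Group_C_MAST it reports 21, 19 raised and 2 lowered, against 3, 2 and 1 here. For Group_D_NEUT_MAST it reports 31, 22 raised and 9 lowered, against 11, 10 and 1 here. For Group_E_EOS_MAST it reports 34, 24 raised and 10 lowered, against 4, 3 and 1 here. None of the alternatives set before the data were examined closed these gaps, those that left out a horse included.

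In Group_B_NEUT the log2 fold change of the paper was 2.14 for THBS1 against 1.16 here and 2.40 for ENSECAG00000043482 against 1.05, and none of the alternatives set before the data were examined closed these gaps, those that left out a horse included. For VCAM1 the paper gives 2.36 against 1.28 here; leaving out Group_B_NEUT horse 9 gave 1.74 (standard error 0.64) and horse 12 gave 1.79 (standard error 0.62), within the error, and no other alternative closed the gap. For CCL11 the paper gives 1.32 against 0.93 here; a pseudocount of 0.1 gave 1.15 and one fit of 27 horses gave 0.92 with a standard error of 0.41, and both fall within the error, as do the fits without control horse 4 (1.04), control horse 8 (0.99), Group_B_NEUT horse 9 (1.20) and Group_B_NEUT horse 12 (0.98), while the other alternatives do not. For CXCL6 the paper gives 1.32 against 0.68 here, and a pseudocount of 0.1 alone closed the gap, at 1.21. In Group_C_MAST the paper gives 1.13 for PTPRM against 0.57 here, and a pseudocount of 0.1 alone closed the gap, at 1.01. In Group_E_EOS_MAST the paper gives −4.50 for ENSECAG00000003925 against −6.11 here; leaving out Group_E_EOS_MAST horse 25 or horse 27 gave −5.30 (standard error 0.91 and 0.92), within the error, and no other alternative closed the gap. All alternatives compared means of log2 values with a pseudocount. The log2 ratio of the mean TPM of the groups was not among them, but the group means give it. It lies close to the value of the paper for THBS1 (1.61 and 0.365 TPM), CCL11 (2.8 and 1.11) and CXCL6 (0.837 and 0.341). The same holds for VCAM1 (5.34 and 1.06), PTPRM (0.731 and 0.336) and ENSECAG00000003925 (135 and 3215). For these genes, averaging log2 values with a pseudocount can account for the gap. For ENSECAG00000043482 (1.3 and 0.464 TPM) the ratio stays below the value of the paper.

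The paper calls all 4 genes it names for Group_B_NEUT (EQMHCC1, GSTA4, CCND1 and THBS1), KIT, MS4A2, PTPRM, RGS13 and RET for Group_C_MAST, and H4C4 and TREM1 for Group_D_NEUT_MAST, and none of these passed the adjusted threshold here. PDE1C, which it calls for Group_C_MAST, was below the expression filter and was not tested in limma. The paper also gives EGFR, MUC1, MUC5AC, CSF3R, CXCL1 and VCAM1 as higher in Group_B_NEUT. Their means were higher here too, within the spread between horses for all but CSF3R. For CSF3R, 3 of the 4 horses were above all controls and horse 12 was below all controls (two-sided exact permutation p = 0.057).

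Some settings called genes that the paper calls and that did not pass here with all horses and the settings described for the counts. In Group_B_NEUT these were ENSECAG00000027676 without horse 10 and EQMHCC1 without horse 12. In Group_C_MAST they were ENSECAG00000029964, ENSECAG00000034602 and ENSECAG00000042262 on TPM as deposited, with quantile normalization and without genes over 1% of all TPM. ENSECAG00000042262 was also called there with array weights, with one fit of 27 horses and without Group_C_MAST horse 15, ENSECAG00000034602 in the last of these settings and in the one fit, and RET without control horse 7. In Group_D_NEUT_MAST they were H1-4 without control horse 2, CLCA2 without control horse 3, CREG1 without control horse 5 and TREM1 without Group_D_NEUT_MAST horse 21. In Group_E_EOS_MAST, ENSECAG00000029964 was called on TPM as deposited, without genes over 1% of all TPM, with a mean of at least 5 TPM, with array weights and without control horse 2. ENSECAG00000027210 was called there without genes over 1% of all TPM and with array weights, ENSECAG00000027060 in the first of these, and ENSECAG00000035305 in the second. CEBPE was called with array weights, with one fit of 27 horses and without Group_E_EOS_MAST horse 26, ENSECAG00000010232 without that horse, REEP1 with all genes above 0 TPM, and H4C3 without control horse 2. Genes named in this paragraph outside the rule for named genes were chosen after their values were seen.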

Other observations

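Of the tests below, the comparisons with regroupings of the horses were set out only after the counts of genes were seen; those on the 4 unnamed RNAs, on unlogged values and on KIT were set out before their results. Regroupings of the same horses into groups of the same sizes were drawn, 100 for each comparison, the real one included. As many genes with an adjusted p-value of 0.05 or less as in the real groups were found in 100 of 100 for Group_B_NEUT (where the count is 0, with 728 unadjusted), 2 of 100 for Group_C_MAST, 1 of 100 for Group_D_NEUT_MAST, 2 of 100 for Group_E_EOS_MAST and 1 of 100 for the F test over 5 groups. As many genes at an unadjusted p-value of 0.05 or less were found in 31 of 100 for Group_B_NEUT, 38 for Group_C_MAST, 12 for Group_D_NEUT_MAST and 21 for Group_E_EOS_MAST. So the few genes past the adjusted threshold in the last 3 groups were rarely matched by other splits, while the numbers of genes with small unadjusted p-values were within what other splits gave. For all 5 groups this was 24 of 100. Any split matches a count of 0, so the 100 of 100 for Group_B_NEUT, and the same outcome for the pairs of asthma groups (100 of 100, or all 35 possible splits for Group_B_NEUT with Group_D_NEUT_MAST), were fixed in advance. Between asthma groups, as many genes at an unadjusted p-value of 0.05 or less as in the real groups were found in 9 of 100 splits for Group_B_NEUT with Group_C_MAST (941 genes), 18 of 100 for Group_C_MAST with Group_D_NEUT_MAST (843 genes), 19 of 35 for Group_B_NEUT with Group_D_NEUT_MAST (568 genes) and 88 of 100 for Group_C_MAST with Group_E_EOS_MAST (337 genes).

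The 4 unnamed RNAs took a larger share of TPM in all 19 asthma horses than in any control. Without the largest of them, the largest p-value over the 4 groups was 0.0061 (two-sided exact permutation test), but since all 4 were selected as called by the paper in every comparison, whether one abundant RNA alone is behind the pattern cannot be told from this. RNA without poly(A) tails, carried into the libraries to different extents, is a candidate explanation. Whether the 4 RNAs lack such tails was not tested. The paper states both that ribosomal RNA was depleted and that mRNA was enriched with oligo(dT) beads, so how far such RNA was carried over is unclear. Replication-dependent histone transcripts lack such tails. Across the 27 horses the deviations of the 4 RNAs from their group means followed those of the mean of 24 histone genes (r = 0.68, permutation p = 0.0016; rho = 0.61, permutation p = 0.0025; r = 0.53 without the 2 farthest horses; adjusted p = 0.0016 over 2 relations). The histone mean itself was higher than in Group_A_Control by 0.44 in Group_B_NEUT (two-sided exact permutation p = 0.038), 0.46 in Group_C_MAST (p = 0.0016), 0.77 in Group_D_NEUT_MAST (p = 0.002) and 0.56 in Group_E_EOS_MAST (p = 0.0061). This technical explanation remains open, and a biological one, such as a larger share of dividing cells, was not tested. The histone calls in Group_D_NEUT_MAST cannot be told apart from it either.

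On unlogged values the groups lay further apart than on the log2 scale. The 10 heaviest genes held at least 84.1% of the squared weights of the first component in each of the 4 comparisons, but unlogged weights follow abundance whatever the groups are, so this does not show what sets the separation. The first component itself differed between the groups in Group_D_NEUT_MAST (two-sided exact permutation p = 0.018), and not in Group_B_NEUT (p = 0.59), Group_C_MAST (p = 0.22) or Group_E_EOS_MAST (p = 0.21). The shares of variance fell when the 4 unnamed RNAs were left out, but these were selected as called by the paper in every comparison, so that is not an independent test of a few abundant genes.

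KIT in Group_C_MAST may be higher because these lavages hold a larger share of mast cells, and not because each cell makes more of it. Within the groups KIT followed the mean of the other 9 mast cell transcripts (r = 0.92, permutation p = 1e-05, the smallest these permutations can give; rho = 0.89; r = 0.88 without the 2 farthest horses; adjusted p = 2e-05), which is consistent with this explanation. The cell counts of single horses were not used, so expression per cell was not tested.

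The score of 10 mast cell transcripts was 0.73 higher in Group_E_EOS_MAST, a group with mast cells over 2%, than in Group_A_Control, at 2.50 ± 0.60 (SD, n = 3) and 1.77 ± 0.45 (SD, n = 8), which did not pass the threshold (two-sided exact permutation p = 0.055). Leaving out each of the 11 horses in turn moved this result across the threshold in 3 cases. The transcripts were selected against the same controls, so the difference is not an independent test.

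CEBPE was the only gene of the F test without a common direction in the 4 asthma groups, and it was singled out after its values were seen. Its mean was 3.4 TPM in Group_E_EOS_MAST and between 0.338 and 0.659 TPM in the other groups.

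In the part of the protein tables of the paper that was read, the 8 columns common to all 4 tables, which carry no group name, were taken as the control horses. The sign of the difference between the means of the other columns and of these was then set against the sign of the fold change the table gives. The Group_B_NEUT table has a further fold change column, which was not compared, and the first was used. The signs were the same for all 912 proteins of Group_C_MAST and all 1073 of Group_E_EOS_MAST, for 664 of 972 of Group_B_NEUT (opposite for 308), and for 0 of 1045 of Group_D_NEUT_MAST. No test was made of why they differ.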
